# Dynamic neurotransmitter specific transcription factor expression profiles during *Drosophila* development

**DOI:** 10.1242/bio.052928

**Published:** 2020-06-03

**Authors:** Alicia Estacio-Gómez, Amira Hassan, Emma Walmsley, Lily Wong Le, Tony D. Southall

**Keywords:** Targeted DamID, Neural development, Neurotransmitter, Specification, Transcription factors

## Abstract

The remarkable diversity of neurons in the nervous system is generated during development, when properties such as cell morphology, receptor profiles and neurotransmitter identities are specified. In order to gain a greater understanding of neurotransmitter specification we profiled the transcription state of cholinergic, GABAergic and glutamatergic neurons *in vivo* at three developmental time points. We identified 86 differentially expressed transcription factors that are uniquely enriched, or uniquely depleted, in a specific neurotransmitter type. Some transcription factors show a similar profile across development, others only show enrichment or depletion at specific developmental stages. Profiling of Acj6 (cholinergic enriched) and Ets65A (cholinergic depleted) binding sites *in vivo* reveals that they both directly bind the *ChAT* locus, in addition to a wide spectrum of other key neuronal differentiation genes. We also show that cholinergic enriched transcription factors are expressed in mostly non-overlapping populations in the adult brain, implying the absence of combinatorial regulation of neurotransmitter fate in this context. Furthermore, our data underlines that, similar to *Caenorhabditis elegans*, there are no simple transcription factor codes for neurotransmitter type specification.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Transcriptome profiling of cholinergic, GABAergic and glutamatergic neurons in *Drosophila* identified multiple transcription factors as potential regulators of neurotransmitter fate.

## INTRODUCTION

The human brain is perhaps the most complex system known to mankind. It consists of approximately 85 billion neurons (Herculano-Houzel, 2016), which possess very diverse morphologies, neurotransmitter identities, electrical properties and preferences for synaptic partners. Understanding how this diversity is generated is one of the greatest challenges in biology and can only be achieved by identifying the underlying molecular mechanisms that determine these neuronal properties. Neurotransmitters allow neurons to communicate with each other, enabling organisms to sense, interpret and interact with their environment. Fast-acting neurotransmitters include acetylcholine and glutamate, which are, in general, excitatory, and GABA, which is inhibitory (Van Der Kloot and Robbins, 1959). The function of individual neurons depends on the specific types of neurotransmitters they produce, which in turn ensures proper information flow and can also influence the formation of neural circuits (Andreae and Burrone, 2018). Therefore, the proper specification of neurotransmitter fate is fundamental for nervous system development.

Model organism studies in *Caenorhabditis elegans*, mice and *Drosophila* have provided a wealth of information about factors and mechanisms involved in neurotransmitter specification. Comprehensive neurotransmitter maps (Hobert, 2016) and the description of terminal selector genes in *C. elegans* (Hobert, 2008) have provided important contributions to the field. These terminal selectors are transcription factors (or a transcription factor complex) that regulate the expression of a battery of terminal differentiation genes in the last phase of neuronal differentiation, and maintain the expression of these genes during the lifetime of a neuron (Hobert, 2008). For example, the *C. elegans* transcription factors *ttx-3* and *unc-86* act as terminal selectors in distinct cholinergic and serotonergic neuron populations, respectively (Zhang et al., 2014).

Cellular context is important for the action of these specifying factors, as misexpression of terminal selectors in other neuronal subtypes is often not sufficient to reprogram their fate (Duggan et al., 1998; Wenick and Hobert, 2004). The presence of co-factors, and likely the chromatin state, can also influence this plasticity (Altun-Gultekin et al., 2001; Patel and Hobert, 2017). Related to this, there appears to be little evidence for master regulators of cholinergic, GABAergic or glutamatergic fate (Konstantinides et al., 2018; Lacin et al., 2019; Serrano-Saiz et al., 2013). Rather, individual lineages, or subpopulations, utilise different transcription factors (or combinations of transcription factors) to specify the fast-acting neurotransmitter that they will utilise. Developmental context also plays a role in the mechanisms governing neurotransmitter specification. In *Drosophila*, early born embryonic neurons in a given lineage can use different neurotransmitters (Landgraf et al., 1997; Schmid et al., 1999). However, strikingly, each post-embryonic lineage only uses one neurotransmitter (Lacin et al., 2019), implying that specification occurs at the stem cell level during larval stages.

Neurotransmitter specification studies across different organisms have highlighted conserved mechanisms. A prominent example is the binding of the transcription factors AST-1 (*C. elegans*) and Etv1 (vertebrates) to a phylogenetically conserved DNA motif to specify dopaminergic fate (Flames and Hobert, 2009). Furthermore, orthologues *acj6* (*Drosophila*), *unc-86* (*C. elegans*) and *Brn3A*/*POU4F1* (vertebrates) all have roles in cholinergic specification (Lee and Salvaterra, 2002; Serrano-Saiz et al., 2018; Zhang et al., 2014), while *PITX2* (vertebrates) and *unc-30* (*C. elegans*) both control GABAergic differentiation (Jin et al., 1994; Waite et al., 2011; Westmoreland et al., 2001).

In order to identify novel candidate genes, and investigate the dynamics of neurotransmitter specific transcription factors throughout development, we have performed cell specific profiling of RNA polymerase II occupancy, *in vivo*, in cholinergic, GABAergic and glutamatergic neurons of *Drosophila*. We identify 86 transcription factors that show differential expression between neurotransmitter types, in at least one developmental time point. There are both uniquely enriched and uniquely depleted transcription factors, and we show that acj6 (cholinergic enriched) and Ets65A (cholinergic depleted) both directly bind the choline acetyltransferase gene (*ChAT*) required for cholinergic fate.

## RESULTS

### Transcriptional profiling of neuronal types across development

In order to investigate which genes participate in the specification of neuronal properties, namely, neurotransmitter choice, we applied the cell specific profiling technique Targeted DamID (TaDa). TaDa is based on DamID (van Steensel and Henikoff, 2000) and allows the profiling of protein–DNA interactions without the need for cell isolation, specific antibodies or fixation (Aughey et al., 2019; Southall et al., 2013). Transcriptional profiling is also possible with TaDa using the core subunit of RNA polymerase II (Pol II) (Southall et al., 2013). We have mapped the occupancy of Pol II in cholinergic, GABAergic and glutamatergic neurons, using specific GAL4 drivers that trap the expression of the genes *ChAT* (choline acetyltransferase), *Gad1* (glutamic acid decarboxylase 1) and *VGlut* (vesicular glutamate transporter) (Diao et al., 2015). During *Drosophila* development, there are two neurogenic periods, the first to produce the larval nervous system, and the second to produce the adult nervous system. Therefore, to cover both developing stages and adult neurons, we profiled embryonic neurons, larval postembryonic neurons and adult neurons (see Fig. 1B). Windows of 20 h (embryo samples), and 24 h (third instar larvae and adult samples) were used for TaDa profiling and three replicates were performed for each experiment. 

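Pol II occupancy was profiled in 3 neuron types at 3 stages with 3 replicates each, which gives 27 libraries. In TaDa a Dam methylase fused to a subunit of RNA polymerase II is expressed at a low level in the chosen neurons, and adenines in GATC sites near the polymerase become methylated. The methylated fragments are then sequenced and compared with those from Dam alone. The embryo libraries come from first instar larvae collected after 20 h at 29°C, according to the paper, whereas the sample labels give 24 h for this stage. Larval replicates hold 100 partly dissected central nervous systems and adult replicates about 50 heads, each after 24 h at 29°C. By the methods the larval tissue was the anterior part of the larva around the central nervous system, without gut and fat. For the age of the adults the methods give 5 to 10 days at 18°C before the shift, the legend of Fig. 1 gives 3 to 4 days and the sample labels give 3 to 5 days. The authors deposited the log2 ratio of Dam-Pol II over Dam for each of 383682 fragments between GATC sites, with a median length of 196 bp. These ratios carry no read counts, so the depth of a library is unknown from them. The paper states at least 25000000 reads per embryo library, 30000000 per larval library and 9000000 per adult library, at 50 bp. Between 9.20% and 11.7% of fragments had a ratio of exactly 0 in embryo libraries, 9.83% to 11.8% in larval ones and 12.1% to 24.0% in adult ones. Each gene of Release 6 was given the mean log2 ratio of the fragments that overlap it, weighted by the overlap, which covered 17249 genes with a median of 9 fragments. The ratios have no strand, so overlapping genes share fragments and their values cannot be told apart. Neuron types were compared within a stage with limma. A gene was called uniquely enriched when it was bound by Pol II in that type and higher than in both other types by over 0.2, at an adjusted p under 0.01. The paper calls the replicates biological and describes each as tissue pooled from many animals, so the p-values measure the spread between these pools.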

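Of 17249 genes, 526 were bound by Pol II in embryonic cholinergic neurons, 192 in GABAergic and 417 in glutamatergic neurons of this stage. In larvae of the third instar the numbers were 424, 438 and 347 in the same order, and in adults 444, 532 and 484. ChAT, the gene of choline acetyltransferase, was bound in cholinergic neurons at each stage, as were Gad1 in GABAergic and VGlut in glutamatergic neurons. A gene counted as bound when its mean log2 ratio over 3 replicates exceeded 0.2 and the means of 100000 random draws of as many fragments exceeded it rarely enough for a Benjamini-Hochberg adjusted p under 0.01. The resampling is over fragments, not over replicates. Without replicate 1, 255 genes were bound in embryonic cholinergic and 104 in embryonic GABAergic neurons. Without the adjustment, the smallest of the 9 sets held 897 genes and the largest 1593.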

The number of genes bound by Pol II ranged from 1170–1612 (see Table S1). 

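On average, mean Pol II profiles were more alike between neuron types of a stage than between stages of a neuron type. Across 17249 genes the squared Pearson correlation (R2) averaged 0.796 over pairs of different neuron types at the same stage, against 0.512 over pairs of the same type at different stages. The difference of 0.284 exceeded its spread over profiles built from single replicates (SD 0.0114, 0.249 to 0.271). Within embryos, cholinergic and GABAergic neurons were the pair with the lowest R2, at 0.535, below the 0.658 of cholinergic and the 0.656 of GABAergic neurons between embryo and larva, and cholinergic and glutamatergic neurons the pair with the highest, at 0.801. In larvae the 3 pairs of neuron types lay between 0.854 and 0.878, and in adults between 0.833 and 0.871. These correlations are across genes, which are not independent replicates.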

To investigate the global differences in Pol II occupancy between neuronal types and developmental stages, we generated a correlation matrix (Fig. 2A). We found that the greatest variability is between developmental stages, rather than between cell types, with the adult brain data being more distinct from the embryonic and larval stages. 

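The adult profiles lay furthest from the embryonic ones. R2 averaged 0.611 between embryo and larva, 0.563 between larva and adult and 0.329 between embryo and adult. Without replicate 1 of all groups these were 0.526, 0.535 and 0.254, so the order of embryo with larva and larva with adult turned. By limma over all 27 libraries, averaged over neuron types, 5275 genes differed between adult and embryo by over 0.2 at an adjusted p under 0.01, with 2699 higher in the adult and 2576 lower. This fit takes 1 spread per gene over all stages, so its p-values tend to be too small between adult and embryo. Between adult and larva 2526 genes differed, 1479 higher and 1047 lower in the adult, or 1618 and 1647 after quantile normalization. Between larva and embryo there were 933, 254 higher and 679 lower in the larva, or 1098 higher and 1313 lower after quantile normalization. Of 31 genes of the synaptic vesicle cycle, 16 were higher in the adult than in the embryo and 0 lower (17 and 0 when adjusted over the list alone). Of 21 voltage-gated channel genes, 11 were higher and 0 lower, alike when adjusted over the list alone. In the same comparison, of first instar larvae with adult heads, 15 of 21 muscle genes and 13 of 19 glial genes were lower in the adult and 0 of either were higher (15 and 14 lower when adjusted over the list alone). Also lower in adult heads were 7 of 8 Hox genes, which pattern the body axis, and 7 of 19 genes of neural stem cells and the cell cycle, with 0 and 1 higher (the same numbers when adjusted over the list alone). The paper leaves open whether the missing adult ventral nerve cords explain how the adult data differ. Tissue and stage were not separated here. The largest single difference was at mir-317, higher by 3.31 in the adult than in the embryo. Permuting the 27 libraries over stages gave p = 1e-04 for the stage, the smallest that 10000 permutations can give. Replicates of the same number across groups were left out in turn. Without replicate 2, 2755 genes differed between adult and embryo (1122 higher and 1633 lower in the adult), 746 between adult and larva (445 of them lower) and 267 between larva and embryo. Without replicate 1 the count between adult and larva was 1438 (628 higher and 810 lower) and that between adult and embryo 4648 (1937 and 2711), and without replicate 3 that between larva and embryo was 366.

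**Figure D1:**
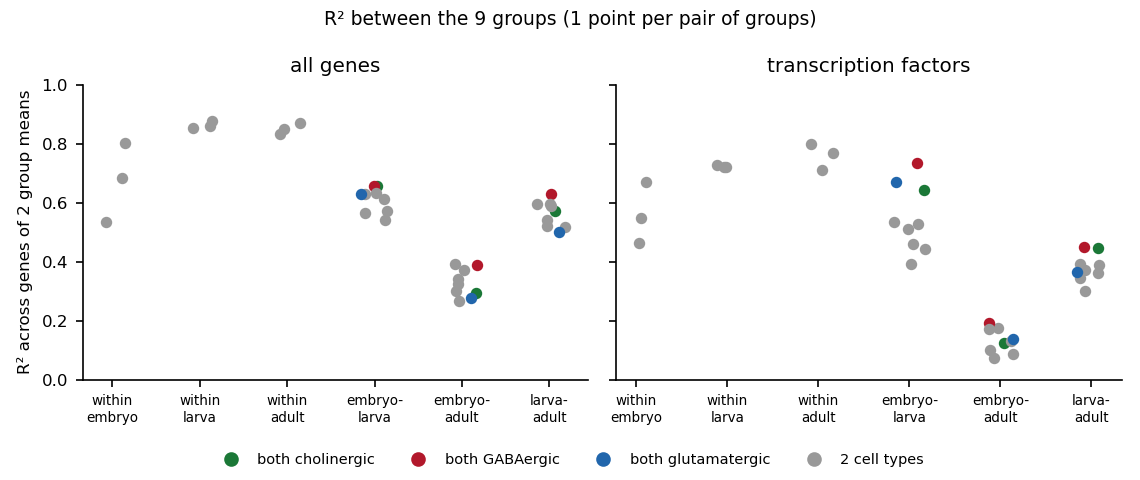
Squared Pearson correlation across genes between the mean Pol II profiles of each pair of the 9 groups of neuron type and stage, for all genes (left) and for transcription factors (right). Each point is a pair of groups, placed by its stages and coloured where both groups are of the same neuron type. Pairs of embryo and adult lie lowest in both panels.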

When focusing on transcription factor genes, a similar pattern is evident (Fig. 2B). 

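Among 407 transcription factor genes the neuron types of a stage had an average R2 of 0.681, against 0.418 for the same type at different stages. Embryo and adult shared the least, at 0.134, while embryo and larva reached 0.546 and larva and adult 0.380. GABAergic neurons of embryo and larva were alike in these genes (0.733), as were cholinergic (0.644) and glutamatergic neurons (0.669), and each of these values exceeded those between different types of these stages, which ran from 0.393 to 0.534. They also exceeded the average between types within embryos (0.560), while that within larvae was 0.722 and within adults 0.759. Neuron types were further apart in transcription factors than in all genes. Permuting the type labels within each stage gave p = 1e-04 over transcription factors, the smallest possible with 10000 permutations. The factors were taken from a list of 430 names written by hand, of which 407 were measured.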

For each developmental stage, we identified uniquely enriched genes (i.e. genes enriched in one neurotransmitter compared to the other two neurotransmitter types) (Table S2). 

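In larvae of the third instar 20 genes were uniquely enriched in a neuron type and 1 was uniquely depleted. The 8 enriched in cholinergic neurons were kn, Dll, ss and peb, which encode transcription factors, alka, which encodes a ligand-gated chloride channel, Past1, CG30460 and CG46318. GABAergic neurons had Gad1, CG14989 and the homeobox gene Dbx. Glutamatergic neurons had VGlut, oc, fd59A, vnd, CG13287, rhea, spdi, CG18641 and CG46448. The depleted gene was dve, a homeobox gene that was lower in cholinergic neurons. In adults the single call was CG14989 in GABAergic neurons (0.52 ± 0.10, 2.26 ± 0.08 and 0.28 ± 0.23 in cholinergic, GABAergic and glutamatergic neurons, SD, n = 3 each, limma adjusted p = 0.0098 for the smaller difference). CG14989 overlaps the end of Gad1 on chromosome 3L, so their values cannot be told apart, likewise CG18641 and VGlut, CG46318 and ChT, and spdi and vnd. In embryos limma called 0 genes when the stage was fitted by itself. With all 27 libraries in the fit 29 genes were enriched in embryos, 6 in larvae and 8 in adults, and after quantile normalization 28, 33 and 5. The fit of 27 libraries takes 1 spread per gene over all stages. The median residual SD was 0.165 in embryos, 0.146 in adults and 0.067 in larvae. Its p-values therefore tend to be too small for embryos and adults and too large for larvae. At unadjusted p under 0.05, 120 genes were enriched in embryos, 90 in larvae and 47 in adults, and resampling of fragments in place of replicates called 123, 57 and 48. The larval replicates with the same number deviated together, and with the replicate as a block 8 of the larval calls and 0 of the adult ones passed. Leaving out 1 library gave between 7 and 15 larval calls. The adult call was lost without any library except glutamatergic replicate 3, at adjusted p up to 0.094. In embryos 4 genes passed without glutamatergic replicate 2.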

Encouragingly, a strong enrichment of Pol II occupancy is evident at *ChAT*, *Gad1* and *VGlut*, the genes encoding the key enzymes involved in the biosynthesis of these neurotransmitters (Fig. S1). 

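ChAT, Gad1 and VGlut each had their highest mean Pol II occupancy in the neurons that use the transmitter, at every stage. Gad1, the glutamic acid decarboxylase that makes GABA (chromosome 3L, 4074077 to 4088744), had a mean log2 ratio of 2.75 ± 0.59 (SD, n = 3) in embryonic GABAergic neurons, against 0.30 ± 0.26 in cholinergic and -0.02 ± 0.11 in glutamatergic neurons. In larvae the values were 2.19 ± 0.15, 0.61 ± 0.04 and 0.52 ± 0.05, and in adults 2.14 ± 0.18, 0.57 ± 0.29 and 0.42 ± 0.25, in the same order. VGlut, the vesicular glutamate transporter (2L, 2400295 to 2410662), reached 1.85 ± 0.43 in embryonic, 2.32 ± 0.21 in larval and 1.58 ± 0.27 in adult glutamatergic neurons (SD, n = 3 each), and at most 0.13, 0.63 and 0.72 in the other types. ChAT, choline acetyltransferase (3R, 18705501 to 18732344), reached 0.92 ± 0.25 in embryonic, 0.95 ± 0.08 in larval and 0.89 ± 0.40 in adult cholinergic neurons, and 0.56, 0.57 and 0.50 in the next highest type. The vesicular acetylcholine transporter gene VAChT lies within the ChAT locus, so its fragments are also among those of ChAT. In larvae Gad1 (limma adjusted p = 0.00017 and 0.00014) and VGlut (0.00090 and 0.00014) passed against both other types, with or without the replicate block and whichever library was left out. Larval ChAT passed against GABAergic neurons (0.0025) and not against glutamatergic neurons (0.017). In embryos the adjusted p of these genes was 0.11 or more. In adults it was 0.051 and 0.057 for Gad1, 0.27 and 0.028 for VGlut, and 0.65 and 1 for ChAT. With all 27 libraries in the fit Gad1 (at most 1.9e-06) and VGlut (1.2e-05) were called in embryos and Gad1 in adults (0.00035), and after quantile normalization both genes at every stage and ChAT in larvae (0.0012). The fit of 27 libraries shares the smaller larval spread with embryos and adults, so its p-values tend to be too small there. Of the 4 measured genes of acetylcholine synthesis and transport, 3 were enriched in larval cholinergic neurons when adjusted over the list alone, and 0 when adjusted over all genes.

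**Figure D2:**
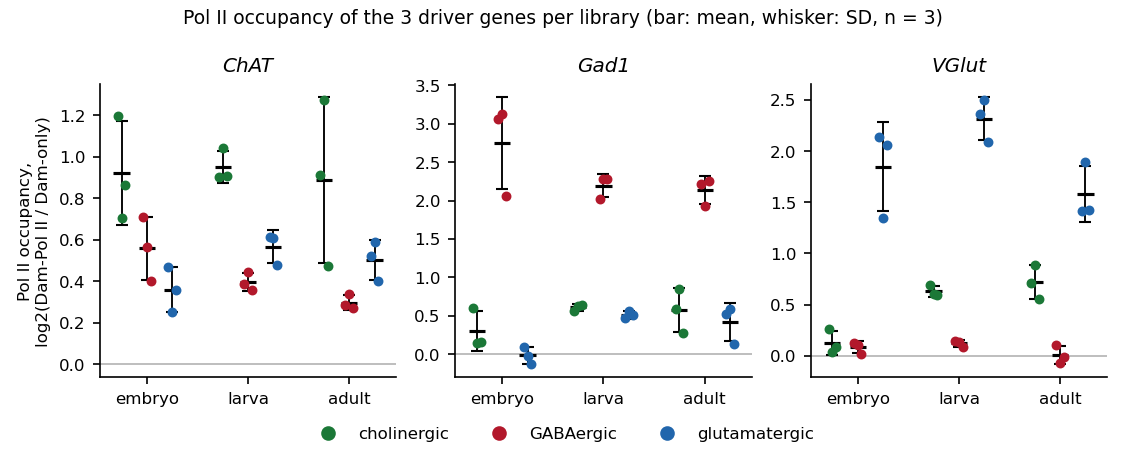
Mean log2 ratio of Dam-Pol II over Dam at ChAT, Gad1 and VGlut in each library (points), with the mean of 3 replicates and its SD, by stage and neuron type. Gad1 in GABAergic and VGlut in glutamatergic libraries lie above all other libraries of the same stage, while the ChAT points of different types overlap in embryos and adults.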

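Among the 20 genes uniquely enriched in larvae, 9 encode transcription factors and 0 are non-coding. The factors were kn, Dll, ss, peb, Dbx, oc, fd59A, vnd and CG13287. vnd, a homeobox gene that patterns the ventral neuroectoderm, had a log2 ratio of 0.49 ± 0.08 (SD, n = 3) in larval glutamatergic neurons, 0.11 ± 0.06 in cholinergic and -0.08 ± 0.02 in GABAergic neurons (limma adjusted p = 0.0082 and 0.0018). CG13287 stood at 1.36 ± 0.14 in glutamatergic, 0.49 ± 0.08 in cholinergic and -0.05 ± 0.03 in GABAergic larval neurons (0.0031 and 0.00036). The call of vnd was lost whichever single library was left out, at an adjusted p up to 0.043, and with the replicate block (0.025). That of CG13287 held with the block and was lost without 5 of the 9 libraries, up to 0.022. Both were lost in a fit of all 27 libraries (0.25 and 0.81), where 6 of 29 enriched genes in embryos were transcription factors and 2 non-coding, as were 1 and 0 of 6 in larvae and 3 and 0 of 8 in adults. With the stages fitted apart, no gene was called in embryos by limma. With FDRs from resampled fragments, 21 of 123 enriched genes in embryos were transcription factors and 5 non-coding, as were 20 and 2 of 57 in larvae and 16 and 2 of 48 in adults.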

Transcription factors and non-coding RNAs make up a large proportion of all the enriched genes, at each developmental stage (Fig. 2C). In the adult, almost a quarter (23/97) of the enriched genes are transcription factors. 

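CG11085 and bsh, both homeobox genes, had their highest adult mean in cholinergic neurons, though neither passed the threshold. CG11085 had a log2 ratio of 0.81 ± 0.17 (SD, n = 3) in cholinergic neurons, against -0.07 ± 0.08 in GABAergic and -0.04 ± 0.01 in glutamatergic neurons (limma adjusted p = 0.029 and 0.050). bsh, which acts in the neurons of the optic lobe, stood at 0.72 ± 0.22, -0.05 ± 0.08 and 0.00 ± 0.07 (0.10 and 0.22). In GABAergic neurons bi, which encodes a T-box factor, was at 0.72 ± 0.10, against 0.24 ± 0.03 in cholinergic and 0.20 ± 0.01 in glutamatergic neurons (0.032 and 0.028). A fit of all 27 libraries gave CG11085 an adjusted p of at most 2.3e-07 and bsh 5.3e-05, though neither was among the bound genes, and called 3 other transcription factors. With adults fitted by themselves none of the 407 transcription factors passed at an adjusted p under 0.01 against both other types. 16 did at an unadjusted p under 0.05, 3 were enriched and 1 depleted when adjusted over the list alone, and 16 of the 48 genes enriched by resampled fragments were transcription factors.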

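In embryos all 22 measured members of the beat and side families lay above 0 in the difference between GABAergic neurons and the other types, with a median of 0.41, though none was enriched on its own (limma camera adjusted p = 5.0e-09 at a preset correlation of 0.01). With an estimated correlation the adjusted p was 0.869. beat-Ic had a log2 ratio of 0.46 ± 0.30 (SD, n = 3) in embryonic GABAergic neurons, -0.25 ± 0.05 in cholinergic and -0.04 ± 0.27 in glutamatergic neurons. All 7 genes of the Dscam and robo families, which act in self-avoidance and midline guidance, were above 0, with a median of 0.31 (0.00099, and p = 0.808 with an estimated correlation). Dscam4 stood at 0.64 ± 0.35 in GABAergic, 0.03 ± 0.05 in cholinergic and 0.07 ± 0.21 in glutamatergic embryonic neurons. In embryos 0 members of either list were enriched, also when adjusted over the list alone. In larvae beat-Ib was higher in GABAergic (0.54 ± 0.05) than in cholinergic neurons (0.15 ± 0.06, adjusted p = 0.0080 from limma), and 3 beat or side genes passed a pairwise test when adjusted over the list alone. In adult GABAergic neurons the median of the beat and side genes was -0.09 (camera adjusted p = 2.9e-05, or p = 0.869 with an estimated correlation).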

Other enriched genes include the immunoglobulin domain containing *beaten path* (*beat*) and *Down syndrome cell adhesion molecule* (*Dscam*) genes, which play roles in axon guidance and dendrite self-avoidance (Pipes et al., 2001; Soba et al., 2007). Glutamatergic genes include *twit* and *Dad*, both of which are known to regulate synaptic homeostasis at the neuromuscular junction (Goold and Davis, 2007; Kim and Marques, 2012). 

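twit and Dad had their highest embryonic mean in glutamatergic neurons. twit, a Ly6-type protein of the neuromuscular synapse (2L, 20852578 to 20857113), had a log2 ratio of 1.52 ± 0.37 (SD, n = 3) in glutamatergic neurons, 0.23 ± 0.07 in cholinergic and 0.22 ± 0.08 in GABAergic neurons. Dad, an inhibitory Smad of BMP signalling (3R, 17054007 to 17070408), stood at 1.09 ± 0.26, 0.34 ± 0.08 and 0.31 ± 0.04. For both genes the 3 glutamatergic libraries lay above the 6 others. limma gave adjusted p = 0.29 and 0.19 for twit and 0.29 and 0.33 for Dad over all genes. Both were called with all 27 libraries in the fit (at most 0.0011 and 8.3e-05) and after quantile normalization (0.00035 and 0.00059). Of 11 genes of BMP signalling at the neuromuscular junction, these were the 2 enriched when adjusted over the list alone. In larvae twit was 0.36 ± 0.08 in cholinergic and 0.28 ± 0.16 in glutamatergic neurons, and its difference from GABAergic neurons (-0.27 ± 0.04) passed against the cholinergic ones (limma adjusted p = 0.0076). Larval Dad lay between 0.35 and 0.47 in the 3 types.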

Interestingly, there is an enriched expression of MAP kinase inhibitors in cholinergic neurons (Fig. 2C). Also, glutamatergic neurons express higher levels of the monoamine neurotransmitter related genes *Vmat*, *DAT* and *Tdc2*, while GABAergic neurons are enriched for serotonergic and dopaminergic receptors, relative to the other two fast-acting neurotransmitter types (Fig. 2C). 

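The 4 negative regulators of MAP kinase signalling that the paper names, alph, puc, sgg and peb, all lay higher in cholinergic neurons than in the mean of the other types in embryos and larvae. Their median difference was 0.14 in embryos (limma camera adjusted p = 0.024, or p = 0.869 with an estimated correlation) and 0.11 in larvae (0.00020, or p = 0.736 with an estimated correlation). The paper chose these genes on the same samples, so the list is not independent evidence of its direction. peb, a zinc finger factor that opposes Jun kinase signalling, was the member that passed on its own, in larvae (1 of 4, the same when adjusted over the list alone). sgg, a kinase of the Wingless pathway, had a log2 ratio of 0.56 ± 0.05 (SD, n = 3) in larval cholinergic, 0.44 ± 0.00 in GABAergic and 0.41 ± 0.06 in glutamatergic neurons (limma adjusted p = 0.11 and 0.082). puc, a phosphatase of Jun kinase, stood at 0.51 ± 0.09, 0.54 ± 0.04 and 0.41 ± 0.04 in larvae and at 0.75 ± 0.23, 0.62 ± 0.19 and 0.62 ± 0.15 in embryos. alph, a phosphatase of the Ras pathway, was at 0.19 ± 0.15, 0.14 ± 0.14 and -0.05 ± 0.09 in embryos.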

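In embryos 9 of 11 monoamine genes lay above 0 in the difference between glutamatergic neurons and the other types, and all 9 serotonin and dopamine receptor genes in that of GABAergic neurons, though limma called 0 genes of either list with the stage fitted by itself. Vmat, the vesicular monoamine transporter (2R, 13513132 to 13534251), was at 0.66 ± 0.27 (SD, n = 3) in embryonic glutamatergic neurons, against -0.08 ± 0.12 in cholinergic and 0.07 ± 0.04 in GABAergic neurons. In larvae it was at 0.38 ± 0.06, -0.04 ± 0.04 and -0.09 ± 0.02 (limma adjusted p = 0.0029 and 0.0018), where it was not among the bound genes. Embryonic Vmat was called with all 27 libraries in the fit (at most 0.00097), where larval Vmat had 0.055, and after quantile normalization (0.0049). Tdc2, a tyrosine decarboxylase of octopamine synthesis, stood at 0.76 ± 0.25, -0.07 ± 0.17 and 0.33 ± 0.10 in embryos. The dopamine transporter gene DAT was at 0.29 ± 0.13 in embryonic glutamatergic, -0.12 ± 0.16 in cholinergic and 0.17 ± 0.11 in GABAergic neurons. The monoamine genes had a median of 0.17 in embryonic glutamatergic neurons (limma camera adjusted p = 1.0e-07, or p = 0.325 with an estimated correlation), and 0 were enriched when adjusted over all genes or over the list alone. The serotonin and dopamine receptor genes had a median of 0.44 in embryonic GABAergic neurons (0.00013, p = 0.865 with an estimated correlation). The serotonin receptor gene 5-HT1A was at 0.40 ± 0.23 in GABAergic, -0.33 ± 0.07 in cholinergic and -0.14 ± 0.25 in glutamatergic neurons, and the dopamine receptor gene Dop1R1 at 0.31 ± 0.24, -0.15 ± 0.05 and -0.21 ± 0.20. No receptor of this list passed limma on its own. Acetylcholine receptor genes had a median of 0.27 in the same neurons (0.0021, p = 0.869 with an estimated correlation), and octopamine and tyramine receptor genes 0.35 (0.0095, p = 0.869 with an estimated correlation).

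**Figure D3:**
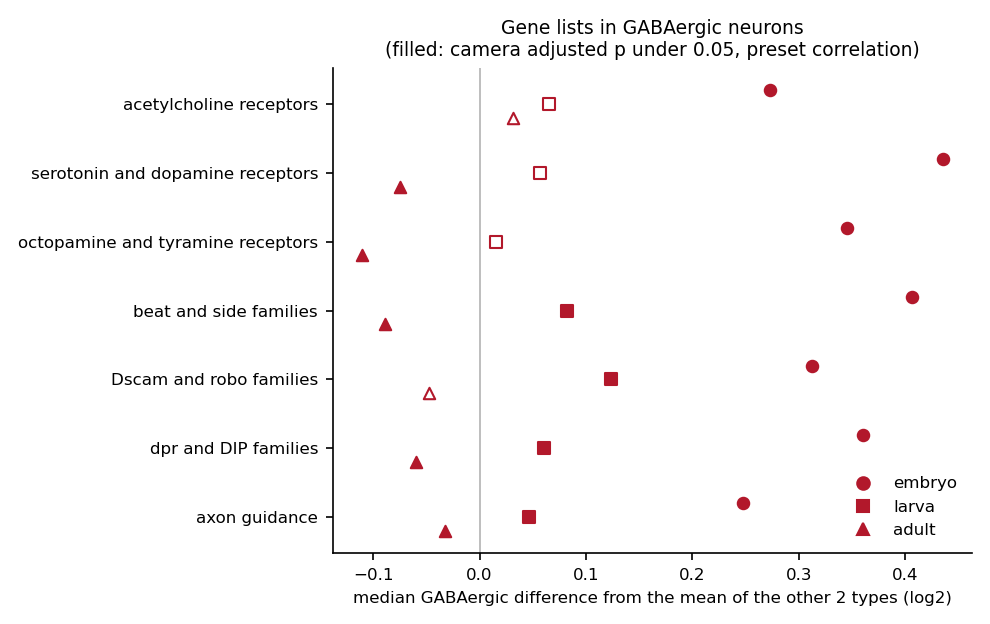
Median difference in log2 ratio between GABAergic neurons and the mean of the other types, for 7 lists of adhesion and receptor genes at each stage. Filled symbols passed camera at the preset correlation, and 0 lists passed at any stage with an estimated correlation. In embryos all 7 medians lie above 0, and in adults 6 lie below 0 and that of acetylcholine receptors above it.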

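ChT, the choline transporter gene, was highest in cholinergic neurons at all 3 stages, with log2 ratios of 1.11 ± 0.59 (SD, n = 3) in embryos, 1.06 ± 0.17 in larvae and 1.20 ± 0.20 in adults, and at most 0.23, 0.34 and 0.50 in the other types. In larvae it passed against GABAergic neurons (limma adjusted p = 0.0059) and not glutamatergic neurons (0.015). sosie, a transmembrane protein gene, was at 1.01 ± 0.17, 0.40 ± 0.14 and 0.65 ± 0.14 in cholinergic neurons of the 3 stages. In adults the other types were at -0.37 ± 0.06 and -0.39 ± 0.06 (limma adjusted p = 0.013 and 0.016). Mef2, a MADS-box factor, was at 0.34 ± 0.14 in both embryonic cholinergic and GABAergic neurons (SD 0.13 in the latter) and 0.16 ± 0.07 in glutamatergic neurons. In adults it was at 0.48 ± 0.20, 0.29 ± 0.06 and 0.32 ± 0.10. vg, a partner of Scalloped, was highest in GABAergic neurons, at 0.44 ± 0.18, 0.37 ± 0.05 and 0.42 ± 0.02 from embryo to adult. It passed against cholinergic neurons in larvae (0.0010) and adults (0.0083), and against glutamatergic neurons in neither (0.031 and 0.028). CG13739 stood at 0.37 ± 0.20 in embryonic and 0.54 ± 0.11 in adult GABAergic neurons, and in larvae at 0.13 ± 0.01, against 0.12 ± 0.06 in glutamatergic neurons. At the thresholds used here 0 genes were enriched in 1 type at all 3 stages, since limma called 0 in embryos, where 120 passed at an unadjusted p under 0.05. With all 27 libraries in the fit Gad1 and CG14989 were, after quantile normalization these 2, acj6 and VGlut, and with FDRs from resampled fragments 9 genes, these 4 and ChAT, VAChT, ChT, CG46318 and oc.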

Very few genes show enrichment across all developmental stages: five for cholinergic (*ChAT*, *ChT, acj6*, *Mef2* and *sosie*), five for GABAergic (*Gad1*, *Dbx*, *vg*, *CG13739* and *CG14989*) and two for glutamatergic (*VGlut* and *oc*) (Table S2). 

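The 3 genes trapped by the GAL4 drivers were highest in the neurons of their own driver at every stage. The difference from the nearer other type was 2.45 for Gad1, 1.72 for VGlut and 0.36 for ChAT in embryos. It was 1.58, 1.69 and 0.38 in larvae and 1.56, 0.86 and 0.38 in adults, in the same order. Quantile normalization, unweighted means and leaving out 1 library can move these 9 differences, and none of them changed sign. The lowest values were 1.22 for Gad1, 0.70 for VGlut and 0.19 for ChAT, all in adults. The rest of the 21 other ways of processing change only the test or the filter, so they cannot move a difference. ChAT was bound by Pol II in larval GABAergic and glutamatergic neurons too, as was Gad1 in larval cholinergic and glutamatergic neurons.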

There is consistent enrichment of the GAL4-trapped genes (*ChAT*, *Gad1* and *VGlut*) (Fig. S1) that provide type specific expression for the TaDa experiments.

**Fig. 1.**
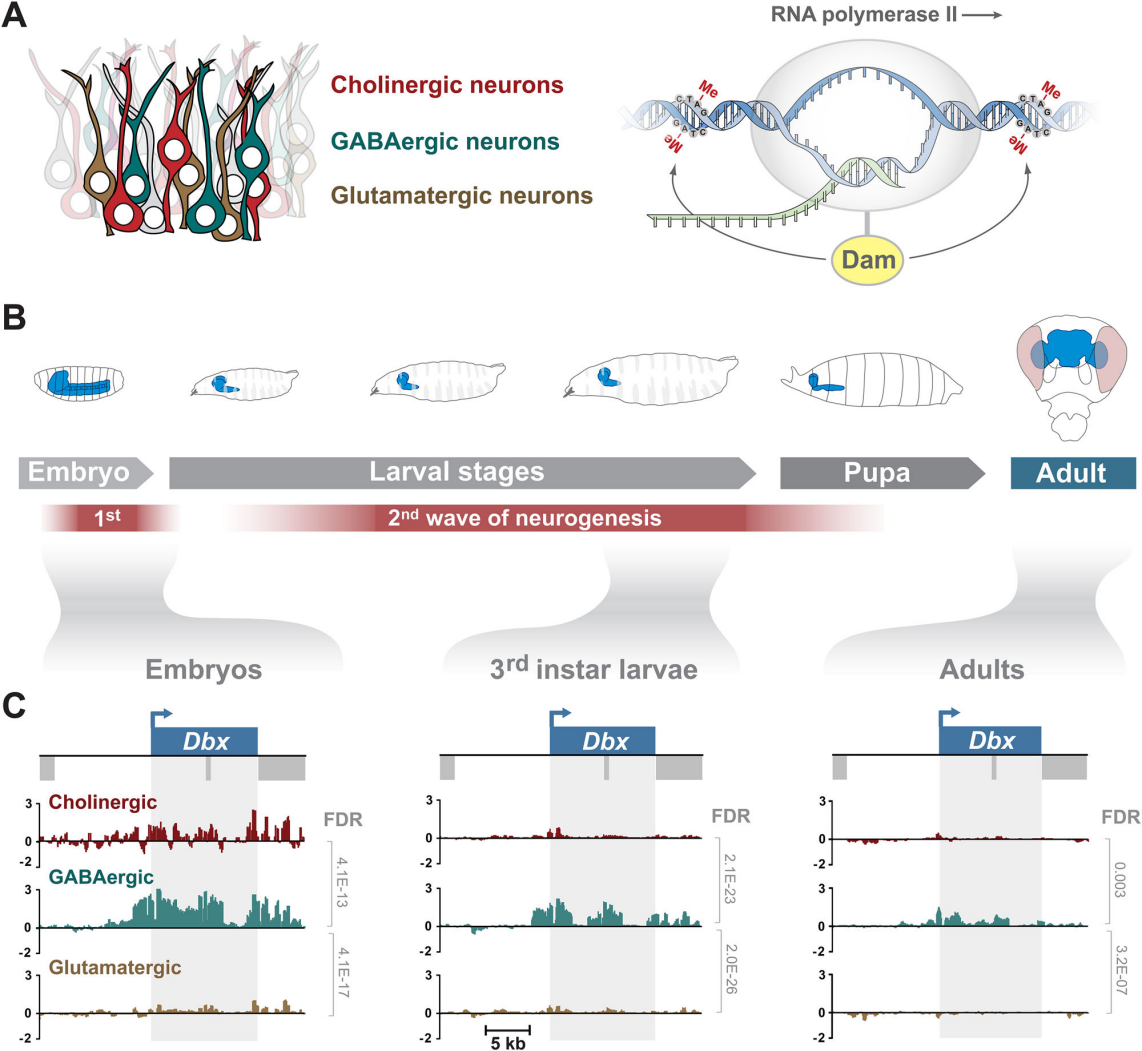
**Cell specific profiling of RNA Pol II occupancy in different neuronal subtypes throughout *Drosophila* development.** (A) Profiling of RNA Pol II occupancy in cholinergic, GABAergic and glutamatergic neurons using TaDa. (B) Profiling windows cover embryonic nervous system development (5−25 h AEL), third instar larval nervous system development (24 h window before pupation) and the adult brain (heads from ∼3−4 day old adults after a 24 h expression window). Temporal restriction of Dam-Pol II expression was controlled using a temperature sensitive GAL80. (C) Bottom panels show an example of a transcription factor (*Dbx*) that is uniquely transcribed in GABergic neurons. Y-axis represent log2 ratios of Dam-Pol II over Dam-only. False discovery rate (FDR) values are shown for significant differences (<0.01).

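Dbx, a homeobox gene on chromosome 3L from 1921307 to 1933602, had its highest Pol II occupancy in GABAergic neurons at every stage. In embryos its log2 ratio was 1.28 ± 0.25 (SD, n = 3) in GABAergic neurons, 0.20 ± 0.23 in cholinergic and 0.20 ± 0.07 in glutamatergic neurons. In larvae it was 0.84 ± 0.16, 0.12 ± 0.02 and 0.13 ± 0.04 (limma adjusted p = 0.0035 and 0.0095), and in adults 0.32 ± 0.05, 0.04 ± 0.03 and -0.02 ± 0.01 (0.074 and 0.064). The larval call was lost without any library except GABAergic replicate 3, at an adjusted p up to 0.045, and with the replicate block (0.016). Embryonic Dbx was called with all 27 libraries in the fit (at most 7.8e-06) and after quantile normalization (0.00064). Dbx was bound in GABAergic neurons of embryos and larvae and not of adults.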

**Fig. 2.**
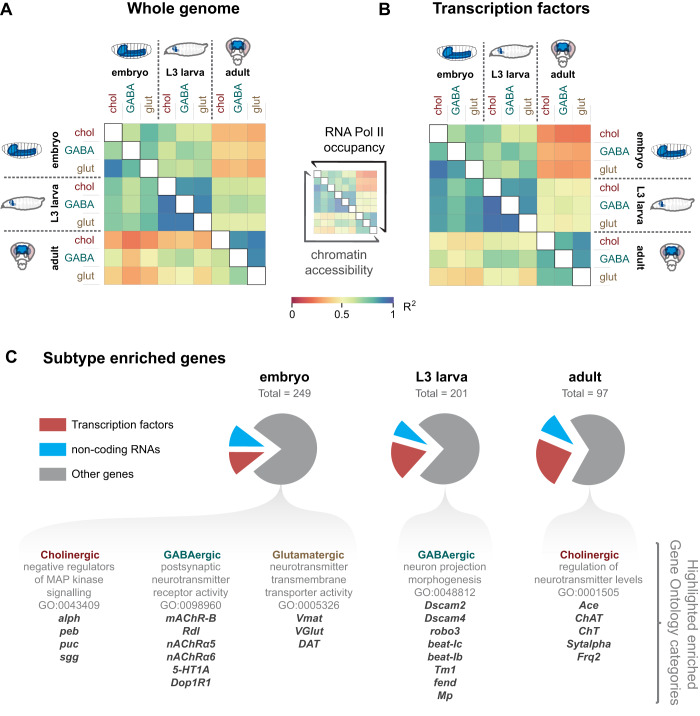
**Correlation of RNA Pol II occupancy and chromatin accessibility for neurotransmitter subtypes.** (A) Correlation matrix for RNA Pol II signal (log2 over Dam-only for all genes) and chromatin accessibility (CATaDa) for all gene loci (extended 5 kb upstream and 2 kb downstream). (B) Correlation matrix for RNA Pol II and chromatin accessibility at annotated transcription factor genes. (C) Characterisation of subtype-enriched genes at each developmental stage. Examples of enriched GO term categories for the remaining genes are also included.

CATaDa, an adaption of TaDa, allows profiling of chromatin accessibility without the need for cell isolation using an untethered Dam protein (i.e. the control experiment in TaDa) (Fig. S2A) (Aughey et al., 2018). CATaDa reveals that, similar to RNA Pol II, global chromatin accessibility does not vary greatly between cell types (Fig. 2A,B) but shows more differences between developmental stages. Chromatin accessibility states of embryonic and larval neurons are more similar to each other than to those of adult neurons (Fig. 2A,B). When examining regions of the genome that display robust changes in chromatin accessibility (peaks that show >10 RPM differences across three consecutively methylated regions) during embryo development, only 37 GATC fragments (13 individual peaks) are identified, with 62% mapping to the loci of the three neurotransmitter synthesis genes (*ChAT*, *Gad1* and *VGlut*) (Fig. S2B,C). This shows that across the population of neurons for each neurotransmitter type, major changes in accessibility are limited to genes involved in the respective neurotransmitter synthesis, with none of open regions directly corresponding to transcription factor loci. Differential accessibility is also present at sites outside of the gene and promoter for *Gad1* and *VGlut* (yellow arrows in Fig. S2C). Weaker differences in accessibility are also observed at some of the differentially expressed transcription factor loci (Fig. S2D).

### Identification of transcription factors uniquely enriched, or uniquely depleted in neurotransmitter types

Transcription factors play the major role in neurotransmitter specification and we have identified many with enriched Pol II occupancy in specific neurotransmitter types (Fig. 2A). 

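In larvae 10 transcription factors were uniquely enriched or depleted in a neuron type. Of the enriched ones, kn, Dll, ss and peb were higher in cholinergic, Dbx in GABAergic, and oc, fd59A, vnd and CG13287 in glutamatergic neurons. dve was lower in cholinergic neurons. fd59A, a forkhead factor on chromosome 2R from 22868159 to 22870706, had a log2 ratio of 1.16 ± 0.01 (SD, n = 3) in glutamatergic, 0.71 ± 0.05 in GABAergic and 0.35 ± 0.09 in cholinergic larval neurons (limma adjusted p = 0.0098 for the smaller difference). hkb, a zinc finger factor of glial and neuronal development, stood at 1.40 ± 0.09, 0.81 ± 0.07 and 0.37 ± 0.07 in the same order (0.0095 for the smaller difference) and was not among the bound genes, so it was not called. Of 407 transcription factors, 20 were enriched and 4 depleted in larvae when adjusted over the list alone. In embryos and adults limma called 0, with 20 and 16 past an unadjusted p under 0.05, and 27 and 20 with FDRs from resampled fragments. With the replicate block 2 larval factors passed, and 1 with all 27 libraries in the fit, which then called 7 in embryos and 3 in adults. Between 2 and 8 larval factors passed with 1 library left out, 2 of them without cholinergic replicate 1 or glutamatergic replicate 2. The call of fd59A was lost without 8 of the 9 libraries, at an adjusted p up to 0.045, with the block (0.033) and with all 27 libraries.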

Uniquely enriched transcription factors are candidates for activators of neurotransmitter identity and conversely, if there is depletion (or absence) of a transcription factor from only one type, they are candidates for repressors of neurotransmitter identity. For example, a hypothetical transcription factor that represses GABAergic fate would be present in both cholinergic and glutamatergic neurons but absent from GABAergic neurons.

To investigate the expression pattern dynamics of both uniquely enriched and uniquely depleted transcription factors, we examined how their expression patterns transitioned across the stages of development (Fig. 3). We observe a great deal of flux between transcription factor expression in cell types and developmental stages. Many genes are enriched in one or two of the developmental stages. For example, *kn*, *peb*, *rib* and *ss* are cholinergic enriched in embryo and larva, but not in adults. 

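Differences between neuron types changed with the stage at 65 genes, with 101 calls over 9 contrasts of stage and type by limma. Lmx1a, a LIM homeobox gene, had a log2 ratio of 1.53 ± 0.13 (SD, n = 3) in embryonic GABAergic neurons, against 0.17 ± 0.18 in cholinergic and 0.53 ± 0.21 in glutamatergic neurons. In adults the means of the 3 types lay between 0.10 and 0.37. sim, a regulator of midline cells, was at 0.65 ± 0.23 in adult cholinergic, -0.04 ± 0.03 in GABAergic and 0.24 ± 0.00 in glutamatergic neurons, a pattern that differed from that in embryos. These counts depend on the libraries and the scaling. The fit takes 1 spread per gene over all stages, so its p-values tend to be too small between adult and embryo. Among 100 drawn reassignments of stage within neuron type, the real one included, 2 gave 101 or more calls, the highest other being 122. There were 162 calls with the replicate block and 981 after quantile normalization. Leaving out replicate 1 of all groups gave 10 calls, replicate 2 gave 1 and replicate 3 gave 0.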

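kn, peb, rib and ss had their highest mean Pol II occupancy in cholinergic neurons of embryos and larvae, and in adults none of their differences passed limma. kn, an EBF-type factor (2R, 14772650 to 14807061), was at 0.82 ± 0.37 (SD, n = 3) in embryonic and 0.42 ± 0.03 in larval cholinergic neurons, and at 0.16 ± 0.05 in adult ones, where glutamatergic neurons had 0.19 ± 0.01. peb (X, 4617564 to 4627206) was at 1.37 ± 0.62 in embryonic, 0.81 ± 0.08 in larval and 0.03 ± 0.11 in adult cholinergic neurons. ss, a bHLH-PAS factor (3R, 16374434 to 16403690), was at 0.44 ± 0.18, 0.36 ± 0.04 and -0.11 ± 0.04, and rib, a BTB factor (2R, 19270078 to 19281396), at 0.52 ± 0.26, 0.19 ± 0.05 and -0.17 ± 0.02. In larvae limma called kn (adjusted p = 0.0053 for the smaller difference), peb (0.0011) and ss (0.0020). Larval rib passed against GABAergic (0.0065) and not glutamatergic neurons (0.026). In embryos the adjusted p of all 4 was 0.16 or more. A change of their differences between stages did not pass limma. The larval call of kn was lost without any library except GABAergic replicate 2, at up to 0.034, and that of ss without cholinergic replicate 1 or glutamatergic replicate 1 or 2, at up to 0.014. That of peb was lost without cholinergic replicate 2 (0.0128). With the replicate block the adjusted p was 0.017 for kn, 0.0126 for peb and 0.014 for ss. With all 27 libraries in the fit the larval calls were lost (0.94, 0.46 and 0.014) and the 3 genes were called in embryos (0.0032, 0.0068 and 0.0031), as were kn and peb after quantile normalization (0.0050 and 0.0054).

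**Figure D4:**
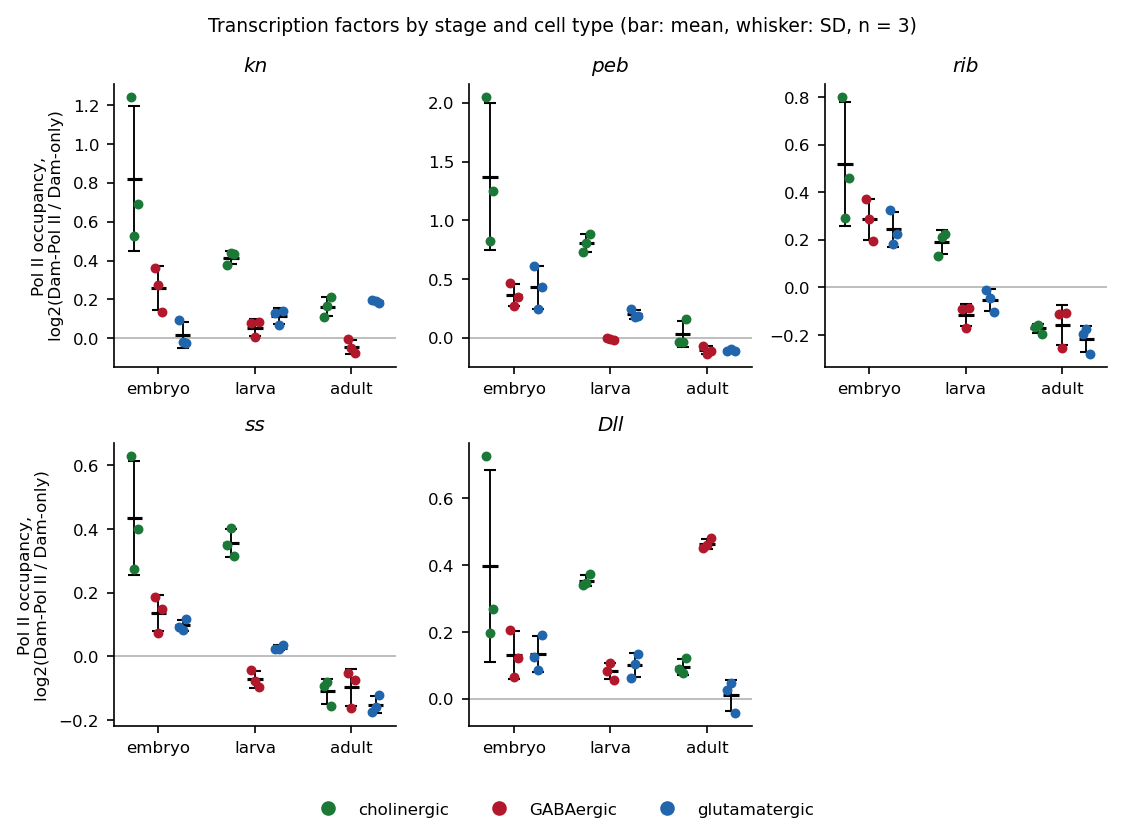
Mean log2 ratio of Dam-Pol II over Dam at kn, peb, rib, ss and Dll in each library (points), with the mean of 3 replicates and its SD, by stage and neuron type. The larval cholinergic points lie above those of the other types in all 5 panels, and the adult GABAergic points of Dll above those of the other adult types.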

*Dll* is an unusual case, as it is cholinergic enriched in larvae, however, switches to being GABAergic enriched in adults (Fig. 3; Fig. S3).

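Dll, a homeobox gene on chromosome 2R from 24814822 to 24835667, was highest in cholinergic neurons of embryos and larvae and in GABAergic neurons of adults. Its log2 ratio was 0.40 ± 0.29 (SD, n = 3) in embryonic cholinergic neurons and 0.13 in both other embryonic types. In larvae it was 0.35 ± 0.02 in cholinergic, 0.08 ± 0.02 in GABAergic and 0.10 ± 0.04 in glutamatergic neurons (limma adjusted p = 0.0021 and 0.0037). In adults GABAergic neurons had 0.46 ± 0.02, against 0.10 ± 0.02 in cholinergic and 0.01 ± 0.05 in glutamatergic neurons (0.020 and 0.014, above the threshold of 0.01). The change between stages did not pass limma. The larval call was lost without each cholinergic replicate, GABAergic replicate 1 and glutamatergic replicates 1 and 2, at an adjusted p up to 0.026, with the replicate block (0.016) and with all 27 libraries in the fit (0.69).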

**Fig. 3.**
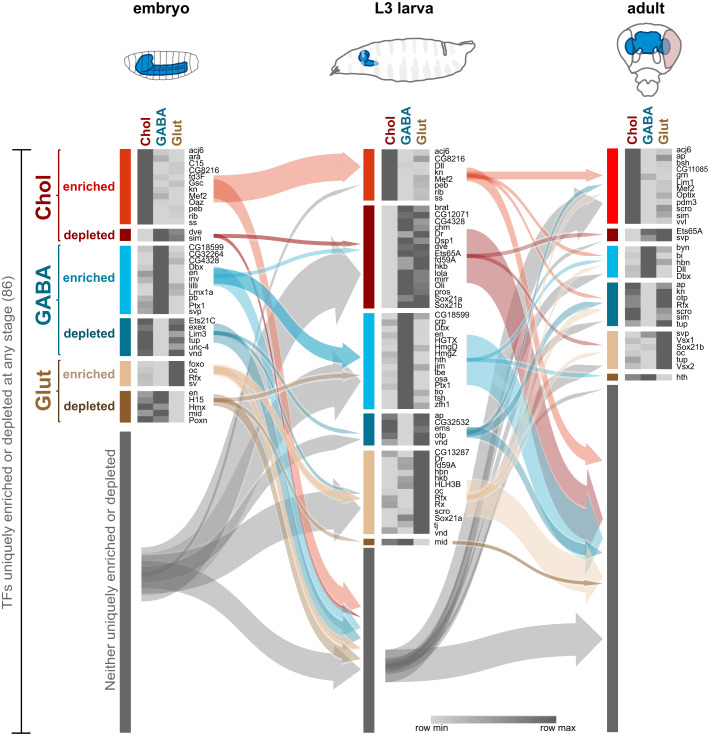
**Transitions of uniquely enriched or depleted transcription factors during neural development.** Transcription factors uniquely enriched or depleted in cholinergic, GABAergic and glutamatergic neurons. A total of 86 transcription factors are identified across all stages. Note that the arrows point to the group and not individual genes.

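Over the 3 stages limma called 10 transcription factors as uniquely enriched or depleted, all in larvae when each stage was fitted by itself. A fit of all 27 libraries together also called 10, but 7 in embryos, 1 in larvae and 3 in adults, with Dbx in both embryos and larvae. Among 131 names of factors read by eye from Fig. 3, after their values had been seen, 131 lay on the side the figure gives them against both other types, and 108 by over 0.2 on the log2 scale. In embryos these were 33 of 40 names, in larvae 46 of 58 and in adults 29 of 33. The names were chosen by the authors on these samples, so their direction is not independent evidence. Optix, a homeobox gene of the visual system, is an example past the adjusted p (0.00061 and 0.0041 by limma) at 0.49 ± 0.03 (SD, n = 3) in larval cholinergic neurons, against 0.19 ± 0.02 in GABAergic and 0.29 ± 0.00 in glutamatergic neurons. It was not among the genes called as uniquely enriched. With FDRs from resampled fragments 53 factors were called over the stages. The count was 2 with the replicate block, 18 after quantile normalization, and 2 to 8 with 1 library left out.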

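acj6, a POU homeobox gene (X, 15350239 to 15379064), had its highest Pol II occupancy in cholinergic neurons and oc, a paired-type homeobox gene (X, 8630159 to 8650681), in glutamatergic neurons at each of the 3 stages. The log2 ratio of acj6 was 0.56 ± 0.20 (SD, n = 3) in embryonic, 0.47 ± 0.11 in larval and 0.74 ± 0.29 in adult cholinergic neurons, and at most 0.16 in the others. That of oc was 1.08 ± 0.38 in embryonic, 1.04 ± 0.06 in larval and 0.57 ± 0.04 in adult glutamatergic neurons. Larval cholinergic and GABAergic neurons had 0.38 ± 0.06 and 0.37 ± 0.02, and adult ones 0.35 ± 0.03 and 0.31 ± 0.03. limma called oc in larvae (adjusted p = 0.00090 and 0.00077), with the replicate block and without any single library, and not with all 27 libraries in the fit (0.13). In embryos and adults its adjusted p was 0.12 or more. Larval acj6 passed against GABAergic neurons (0.0065) and not against glutamatergic ones (0.018). Its adjusted p was 0.14 and 0.29 in embryos and 0.19 and 0.38 in adults. After quantile normalization acj6 was called at all 3 stages (at most 0.0096, 0.0051 and 0.0018 from embryo to adult), and with all 27 libraries in adults (0.0019).

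**Figure D5:**
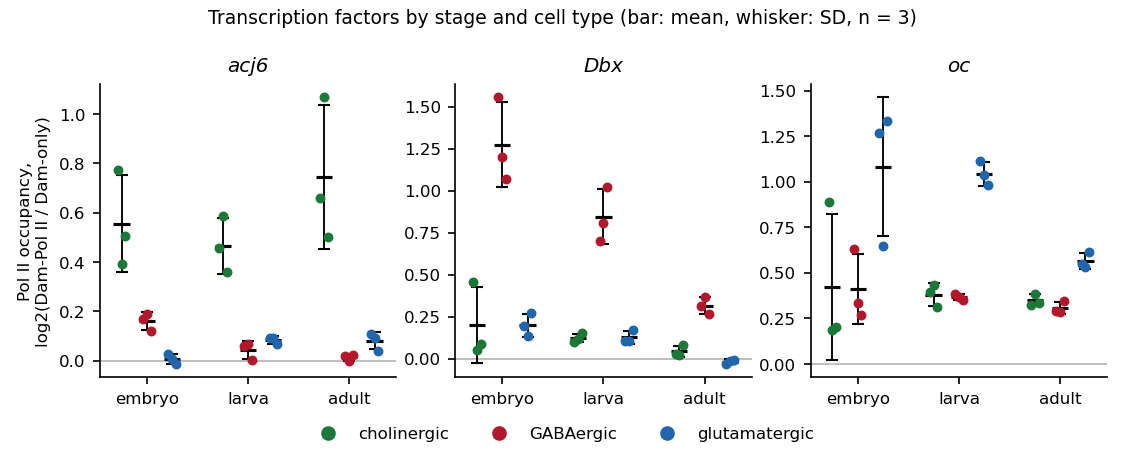
Mean log2 ratio of Dam-Pol II over Dam at acj6, Dbx and oc in each library (points), with the mean of 3 replicates and its SD, by stage and neuron type. Cholinergic points lie highest for acj6 and GABAergic points highest for Dbx at each stage. Glutamatergic points of oc lie above the others in larvae and adults and overlap them in embryos.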

Exceptions to this are *acj6* (cholinergic – see Fig. 4; Fig. S4), *Dbx* (GABAergic – see Fig. 1) and *oc* (glutamatergic), which are enriched in their respective neurotransmitter type throughout all stages. In support of our data, Acj6 is known to promote cholinergic fate in the peripheral nervous system (Lee and Salvaterra, 2002) and Dbx is important for the proper differentiation of a subset of GABAergic interneurons (Lacin et al., 2009). We checked the expression pattern of *acj6* in adult brains, and as predicted by the transcriptomic data (Fig. 4B), we only found expression of acj6 in cholinergic neurons (Fig. 4C). We observed the same in larval brains, with the exception of some coexpression between glutamatergic neurons and acj6 (Fig. S4E). This agrees with the low-level signal observed in RNA Pol II occupancy plots for *acj6* gene in third instar larva glutamatergic neurons (Fig. S4A).

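The mean log2 ratio over acj6 was 0.08 ± 0.01 (SD, n = 3) in larval glutamatergic neurons and 0.04 ± 0.04 in larval GABAergic neurons, a difference that limma did not call (adjusted p = 0.71). acj6 was among the genes bound by Pol II in cholinergic neurons and in neither of these types.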

**Fig. 4.**
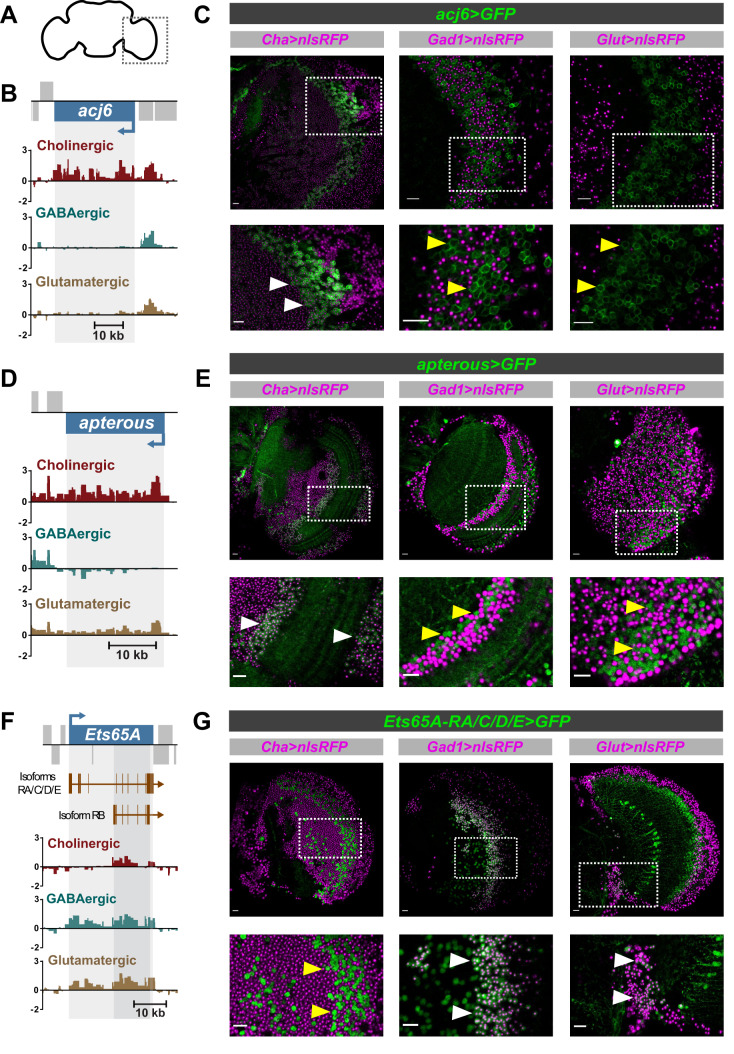
**Expression of acj6, apterous and Ets65A-RA/C/D/E in the adult brain.** (A) Schematic of adult brain to show region of interest. (B) Pol II occupancy at acj6 in the adult brain. Y-axis represent log2 ratios of Dam-Pol II over Dam-only. FDR values are shown for significant differences (<0.01). (C) Expression pattern of acj6. White arrows show examples of colocalisation and yellow arrows absence of colocalisation. (D) Pol II occupancy at apterous. (E) Expression pattern of apterous in the adult brain. (F) Pol II occupancy at Ets65A in the adult brain. (G) Expression pattern of Ets65A-RA/C/D/E.

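dve, a homeobox gene on chromosome 2R from 22243963 to 22286469, was the gene that limma called as depleted in a neuron type, in larvae. Its log2 ratio was 0.14 ± 0.01 (SD, n = 3) in cholinergic neurons, 0.44 ± 0.07 in GABAergic and 0.50 ± 0.03 in glutamatergic neurons (adjusted p = 0.0055 and 0.0053 from limma). In adults all 3 types lay between 0.04 and 0.14. otp, another homeobox gene, was lower in larval GABAergic neurons (0.03 ± 0.03) than in cholinergic (0.28 ± 0.01) and glutamatergic neurons (0.34 ± 0.03, limma adjusted p = 0.0022 and 0.0015), and was not bound in both of these. limma called 0 depleted genes in embryos and adults, with 6 and 5 past an unadjusted p under 0.05, and 14 and 11 with FDRs from resampled fragments. After quantile normalization 2, 4 and 1 genes were depleted from embryo to adult, and with all 27 libraries in the fit 1, 0 and 0. The call of dve was lost without 8 of the 9 larval libraries, at an adjusted p up to 0.032, with the replicate block (0.018) and with all 27 libraries (0.45), where otp did not pass either.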

Candidate repressors of neurotransmitter fate (uniquely depleted transcription factors) also demonstrate dynamic changes in expression pattern across development (Fig. 3). Prominent examples are *apterous* (absent in GABAergic), and the longer transcript isoforms of *Ets65A* (absent in cholinergic) (Fig. 4D,F). 

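In adults ap, a LIM homeobox gene (2R, 5706202 to 5727525), had the lowest Pol II occupancy in GABAergic neurons and Ets65A, an ETS-domain gene (3L, 6097617 to 6123913), in cholinergic neurons. The log2 ratio of ap was 0.97 ± 0.42 (SD, n = 3) in cholinergic, 0.45 ± 0.05 in glutamatergic and -0.16 ± 0.09 in GABAergic neurons. That of Ets65A was 0.17 ± 0.08 in cholinergic, 0.71 ± 0.04 in GABAergic and 0.70 ± 0.08 in glutamatergic neurons. In each case the 3 libraries of the lowest type lay below the 6 others. limma gave adjusted p = 0.15 and 0.77 for ap and 0.038 and 0.063 for Ets65A, above the threshold of 0.01. After quantile normalization ap was called as depleted (at most 0.0060). The values cover the whole span of Ets65A, so its long and short isoforms were not measured apart.

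**Figure D6:**
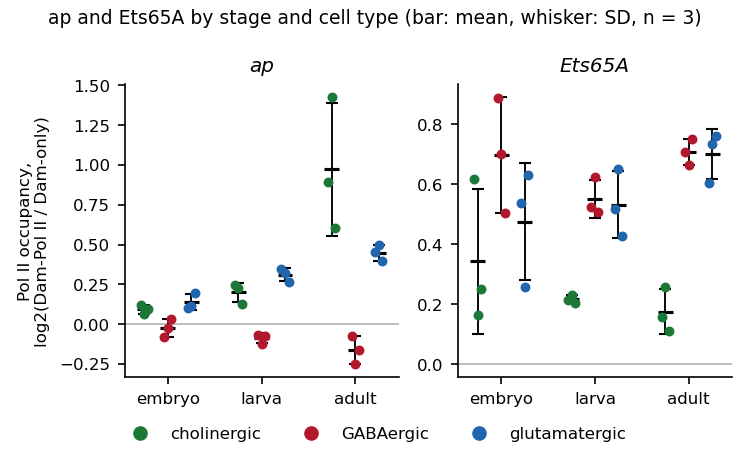
Mean log2 ratio of Dam-Pol II over Dam at ap and Ets65A in each library (points), with the mean of 3 replicates and its SD, by stage and neuron type. Adult GABAergic points of ap and adult cholinergic points of Ets65A lie below all others of that stage.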

We used genetic reporters to examine the expression pattern of *apterous* and *Ets65A-RA/C/D/E* in adult brains (Fig. 4E,G). In agreement with our data, the GABAergic reporter is absent in *apterous* positive cells, and the cholinergic reporter is absent in *Ets65A-RA/C/D/E* positive cells. 

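In larvae of the third instar the log2 ratio over apterous (ap) was -0.09 ± 0.03 (SD, n = 3) in GABAergic neurons, 0.20 ± 0.06 in cholinergic and 0.31 ± 0.04 in glutamatergic neurons. Both differences passed limma (adjusted p = 0.0065 and 0.0045), but not both of them with the replicate block (0.013 for the larger p) or with all 27 libraries in the fit (0.75). ap was not among the genes bound by Pol II in the other types at this stage, so it was not called as depleted. The staining of larval brains was not analysed here.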

We also observed an absence of *apterous* in larval GABAergic neurons (Fig. S5C,E), as predicted by the transcriptomic data (Fig. S5A). As for the longer transcripts of *Ets65A-RA/C/D/E* in larval neurons, we did identify their presence in a small number of cholinergic neurons (Fig. S6C,E), which could reflect the very low signal in the RNA Pol II occupancy plot (within the unique region of the long transcripts) (Fig. S6A).

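Over the whole Ets65A gene, larval cholinergic neurons had a log2 ratio of 0.22 ± 0.01 (SD, n = 3), against 0.55 ± 0.06 in GABAergic and 0.53 ± 0.11 in glutamatergic neurons. limma gave adjusted p = 0.019 and 0.038, above the threshold of 0.01. Ets65A was bound in GABAergic and glutamatergic larval neurons and not in cholinergic ones.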

We have identified transcription factors with potentially novel roles in regulating neurotransmitter identity. Therefore, we investigated candidate activators and candidate repressors for their potential to elicit pan-neural reprogramming of neurotransmitter identity. Pan-neural expression and RNAi knockdown of candidate activator transcription factors (*Dbx*, *en*, *collier* and *CG4328*) and candidate repressor transcription factors (*ap*, *CG4328*, *Ets65A-RA* and *otp*) during embryonic development, and larval stages did not result in any obvious changes in neurotransmitter expression patterns (Fig. S7).

Focusing on candidate transcription factors demonstrating binary differences (clear on and off), we performed literature searches to examine whether they have been previously shown, or implicated in regulating neurotransmitter identity (Fig. 5). This included *C. elegans* and mouse orthologues, as much of the work in this field has utilised these model organisms. For example, the orthologues of cholinergic enriched *acj6* (*unc-86*), GABAergic enriched *Ptx1* (*PITX1* and *unc-30*) and glutamatergic enriched *oc* (*OTX1/2* and *ttx-1*) have all shown to have a role in promoting cholinergic, GABAergic and glutamatergic fate, respectively. However, there are many that have not been investigated in this context (38%), or that are only supported by indirect evidence (38%). These include *Dll* (*DLX*, *ceh-43*), *sox21a* (*SOX21*, *sox-3*), *hbn* (*ARX*, *alr1*, *unc-4*) and *otp* (*OTP*, *npax-1*). Given the strong conservation of neurotransmitter specification mechanisms, many of these newly highlighted factors provide promising research avenues for expanding our knowledge in this field.

**Fig. 5.**
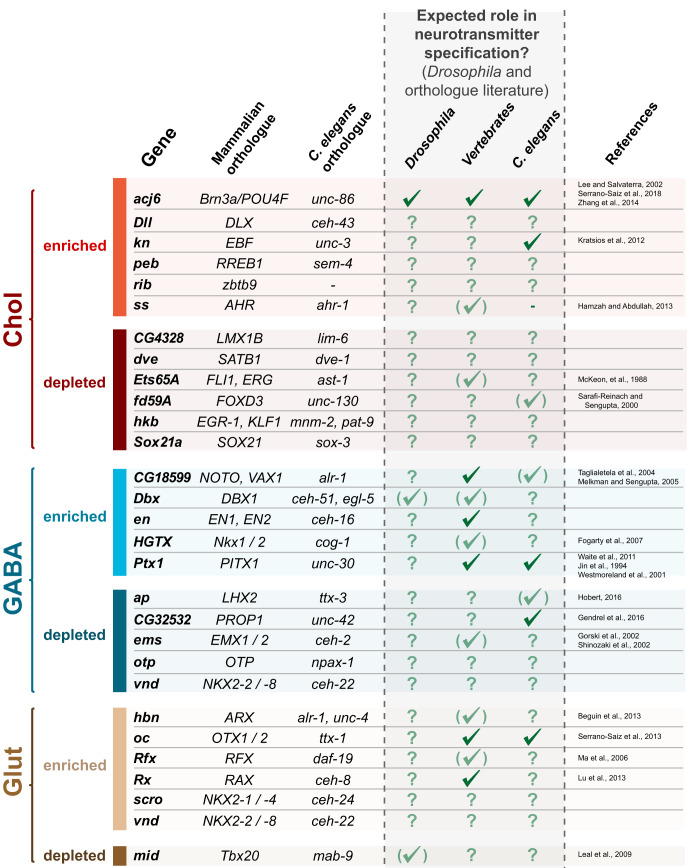
**Evidence for predicted roles of identified transcription factors and their orthologues.** Strongly enriched or depleted transcription factors identified in developing larval brains. Uniquely enriched factors are predicted to be candidates that promote the respective neurotransmitter fate, whilst uniquely depleted factors are predicted to repress the neurotransmitter fate. A full tick indicates direct evidence that the transcription factor directly promotes or represses the neurotransmitter fate, whilst indirect supporting evidence is indicated by faded tick in brackets. A question mark signifies that nothing is currently known regarding neurotransmitter specification.

While non-coding ribosomal RNAs and tRNAs are transcribed by RNA polymerase I and III, micro RNAs (miRNAs) and long non-coding RNAs (lncRNAs) are primarily transcribed by Pol II. 

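Non-coding RNA genes with Pol II differences between neuron types were few under a test on replicates. limma called 0 non-coding genes as uniquely enriched at any stage, among the 20 genes enriched in larvae and 1 in adults. With all 27 libraries in the fit, and likewise after quantile normalization, it called 2 in embryos, lncRNA:CR44206 and mir-190. In larvae it called 1 with unweighted means, 1 at an FDR of 5% and 3 without the bound filter. With FDRs from resampled fragments 5 non-coding genes were enriched in embryos, 2 in larvae and 2 in adults. mir-932, a microRNA within Nlg2 that was picked after its values were seen, had a log2 ratio of 1.76 ± 0.09 (SD, n = 3) in adult cholinergic neurons, and means of 0.31 in GABAergic and 0.06 in glutamatergic neurons (limma adjusted p = 0.014 and 0.016, above the threshold of 0.01). Counts of non-coding genes at an unadjusted p were not made apart from those of all genes.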

Our Dam-Pol II data identifies a set of differentially bound miRNAs and lncRNAs, between the neurotransmitter types (Fig. S8A). These include non-characterised lncRNAs and GABAergic enriched *iab8*, which is located in the Hox cluster and plays a role in the repression of *abd-A* (Gummalla et al., 2012). 

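lncRNA:iab8, on chromosome 3R from 16831116 to 16923231, had its highest Pol II occupancy in GABAergic neurons of embryos and larvae. Its log2 ratio was 0.68 ± 0.19 (SD, n = 3) in embryonic GABAergic, 0.39 ± 0.24 in cholinergic and 0.33 ± 0.18 in glutamatergic neurons. In larvae it was 0.43 ± 0.04, 0.18 ± 0.03 and 0.23 ± 0.05, and passed limma against cholinergic (adjusted p = 0.0065) and not glutamatergic neurons (0.034). Adult means lay between -0.13 and -0.10.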

A small number of miRNAs were also identified, most notably, *mir-87* (cholinergic), *mir-184* (GABAergic) and *mir-190* (glutamatergic), which are enriched during the developing states but not in the adult. 

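mir-87, mir-184 and mir-190 were highest in cholinergic, GABAergic and glutamatergic neurons in that order, in embryos and larvae. mir-87 (2L, 9950418 to 9950516) had a log2 ratio of 3.04 ± 0.74 (SD, n = 3) in embryonic and -0.57 ± 0.51 in adult cholinergic neurons. In larvae it was higher in cholinergic than in GABAergic neurons by 1.26 and than in glutamatergic neurons by 1.00. mir-184 (2R, 13329402 to 13329501) was at 1.67 ± 0.27 in embryonic, 1.14 ± 0.47 in larval and 1.43 ± 0.38 in adult GABAergic neurons. Adult glutamatergic neurons had 1.25 ± 0.49. mir-190 (3L, 8571799 to 8571898) was at 3.21 ± 0.21 in embryonic, 2.57 ± 0.20 in larval and 0.18 ± 0.14 in adult glutamatergic neurons. None passed limma at an adjusted p under 0.01 against another type. The lowest values were 0.012 for mir-87 and 0.012 for mir-190, both in larvae. Embryonic mir-190 was called with all 27 libraries in the fit (at most 0.00046) and after quantile normalization (8.7e-05). The values rest on 2 fragments for mir-87 and 1 for each of the others. mir-190 lies within rhea, whose fragments it shares.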

Although annotated separately, *mir-184* is embedded in *CR44206* (Fig. S8B).

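lncRNA:CR44206 spans 13329352 to 13344808 on chromosome 2R and holds mir-184 near its start, so the fragment of mir-184 is also among its 26 fragments. CR44206 had a log2 ratio of 1.53 ± 0.35 (SD, n = 3) in embryonic GABAergic, 0.58 ± 0.22 in cholinergic and 0.39 ± 0.25 in glutamatergic neurons. In larvae these were 1.12 ± 0.28, 0.31 ± 0.08 and 0.58 ± 0.18 (limma adjusted p = 0.025 and 0.12).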

### Acj6 and Ets65A-PA directly bind to *ChAT* and other key neuronal differentiation genes

Acj6 is enriched in cholinergic neurons (Fig. 3) and is known to promote cholinergic fate (Lee and Salvaterra, 2002). Acj6 can bind to specific sites upstream of ChAT *in vitro* (Lee and Salvaterra, 2002), however, the extent of Acj6 binding at the *ChAT* locus *in vivo*, and genome wide, is not known. In order to only profile the cells that endogenously express *acj6*, and therefore gain a more accurate readout of native Acj6 binding, we used an *acj6* GAL4 line (Lai et al., 2008) to drive the expression of the *Dam-acj6* transgene. Furthermore, we generated an *Ets65A-RA/C/D/E* MiMIC GAL4 trap line to investigate the *in vivo* binding of Ets65A-PA, with an interest to see whether, as a candidate cholinergic repressor, it could directly bind the *ChAT* locus. 

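Binding of Acj6 and Ets65A-PA was profiled in adult heads with 2 replicates per factor. Each factor was fused to Dam and expressed in its own set of neurons, so a difference between the factors can also come from the neurons. The paper gives at least 150 heads per replicate and about 10 days at 18°C, the sample labels 3 to 5 days, and the paper at least 10000000 reads per library. The depth is unknown from the deposited log2 ratios of Dam-factor over Dam. Across genes the replicates of Acj6 correlated at r = 0.974 and those of Ets65A-PA at 0.873. Libraries of different factors correlated at 0.276 to 0.356. Genes are not independent replicates. Peaks were runs of at least 2 consecutive fragments above a threshold from the 95% to 99% quantiles, with an FDR under 0.0001 from shuffled fragments in both replicates. A gene was bound when a peak lay within 5 kb with no other gene between. The FDR rests on fragments within a library, and peaks shared by both replicates were kept. Of 200 simulated high peaks in an Acj6 library 0 were recovered at 2 or 3 fragments each and 200 at 4. With thresholds above the 99% quantile at the same FDR 183 were recovered at 3 fragments and 0 at 2.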

In the adult brain, both factors directly bind the ChAT locus (Fig. 6A). 

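Acj6 had a peak in the ChAT locus and Ets65A-PA had none at an FDR under 0.0001. The Acj6 peak spans 18718032 to 18720648 on chromosome 3R, inside ChAT, with a mean log2 ratio of 1.95 ± 0.09 (SD, n = 2). Over the same fragments Ets65A-PA had 0.57 ± 0.08. The difference was 1.38 (SE 0.23, limma adjusted p = 9.8e-05 over 445 regions). Without Acj6 replicate 1 or 2 the difference was 1.44 and 1.32 (adjusted p = 0.0122 and 0.0208), the lone library being assumed to vary like those of Ets65A-PA, and without Ets65A-PA replicate 1 or 2 it was 1.44 and 1.33 (1.4e-20 and 4.8e-18), with the spread taken from Acj6. The region was chosen for being high in Acj6. No setting called a peak of Ets65A-PA at ChAT or VAChT, including an FDR of 0.01. Over the whole of ChAT the mean was 0.36 ± 0.04 for Acj6 and 0.29 ± 0.15 for Ets65A-PA.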

Acj6 binds at the upstream region studied by (Lee and Salvaterra, 2002), as well as strongly within intronic regions of *ChAT*. 

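The Acj6 peak of ChAT covers the end of VAChT, at 18718916 on chromosome 3R, and the adjoining part of ChAT, up to 18720648. ChAT runs on to 18732344. With the replicate number as a block the difference between the factors at this peak had an adjusted p of 0.00059 by limma, and after quantile normalization it was 1.91. Whether the covered part is an intron, and the binding upstream of the gene, were not analysed here, since the gene table holds neither exons nor strand.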

Ets65A-PA also binds at the same intronic region, however, it’s binding at the upstream region and transcriptional start site of *ChAT* is far more pronounced (Fig. 6A), which may reflect a different mode of regulation.

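Over VAChT, which covers the part of the ChAT locus from 18705501 to 18718916 on chromosome 3R, Ets65A-PA had a mean log2 ratio of 0.47 ± 0.24 (SD, n = 2) and Acj6 one of 0.31 ± 0.07. The gene table used here holds no exons or start sites, so values upstream, at the start site and in introns were not separated. From the stronger binding of Ets65A-PA upstream and at the start site, the paper proposes another mode of regulation.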

**Fig. 6.**
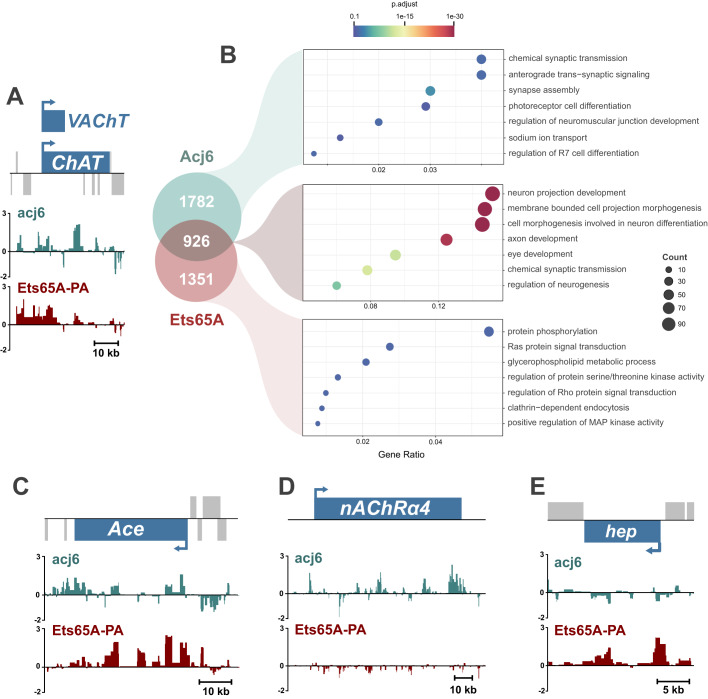
**Acj6 and Ets65A-PA co-bind both *ChAT* and a whole suite of genes involved in neuronal differentiation.** (A) Acj6 and Ets65-PA binding at ChAT (Y-axis represent log2 ratios of Dam-Pol II over Dam-only). (B) Enriched GO term categories for Acj6 and Ets65A-PA bound genes. (C−E) Binding at *Ace*, *nAChRα4* and *hep*.

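Acj6 peaks lay at 327 genes and Ets65A-PA peaks at 250, from 249 and 213 peaks. The highest peaks at genes bound by Acj6 and not Ets65A-PA were at BckdhB (3.73), an enzyme of branched-chain amino acid breakdown, mir-279 and lncRNA:CR31044 (3.64 each) and CLIP-190 (3.47), a microtubule-binding protein. Among those bound by Ets65A-PA and not Acj6 they were at puc and lncRNA:CR44331 (4.77 each), lncRNA:enrr (3.83), elav (3.83), the neuronal RNA-binding protein, and arg (3.83). Ets65A itself had an Ets65A-PA peak of 2.74. At an FDR under 0.01, 1192 genes were bound by Acj6 and 942 by Ets65A-PA. Using 1 replicate per factor gave 457 and 438 genes without replicate 1, and 369 and 578 without replicate 2.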

Acj6 and Ets65A-PA bind 2708 and 2277 genes, respectively, using a stringent false discovery rate (FDR) (FDR<0.0001) (Table S4). They co-bind 926 genes, which are highly enriched for nervous system genes, including genes involved in axon development [GO:0061564] and chemical synaptic transmission [GO:0007268] (Fig. 6B). 

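Both factors bound 35 genes, against 4.7 for independent lists of these sizes. The highest peaks among them were at ttv (3.65), an enzyme of heparan sulfate synthesis, jim (3.60), a zinc finger factor, PH4alphaEFB (3.35), psq (3.34) and CASK (3.32), a scaffold protein of synapses. Of 55 axon guidance genes 3 were bound by both, which passed Fisher's exact test (two-sided) and not a test against 10000 gene sets matched in length. Without replicate 1 both factors shared 81 genes, without replicate 2 they shared 86, and 352 at an FDR under 0.01.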

While both factors bind the cholinergic signalling regulator gene *Acetylcholine esterase* (*Ace*) gene (Fig. 6C), Acj6 uniquely binds *nicotinic Acetylcholine Receptor α4* (*nAChRα4*) (Fig. 6D), and Ets65A-RA binds multiple genes involved in MAP kinase signalling (e.g. *hep*, *lic*, *Dsor* and *slpr*) (Fig. 6E). Therefore, these factors have the potential to regulate not just a single neuronal property, but also a multitude of other genes that govern a wide spectrum of neuronal processes, such as their receptivity to extrinsic signals and synapse formation.

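Acj6 had a peak at nAChRalpha4, a subunit of the nicotinic acetylcholine receptor, where Ets65A-PA had none. The peak spans 23280229 to 23285128 on chromosome 3L, with a log2 ratio of 1.37 ± 0.01 (SD, n = 2) for Acj6 and -0.08 ± 0.20 for Ets65A-PA (limma adjusted p = 0.00012). This region too was chosen for being high in Acj6. Without Acj6 replicate 1 or 2 the difference of 1.45 was 1.44 and 1.46 (adjusted p = 0.0268 and 0.0249, the spread being that of Ets65A-PA), and without Ets65A-PA replicate 1 or 2 it was 1.59 and 1.31 (6.1e-31 and 1.7e-22, the spread being that of Acj6). Ace, acetylcholinesterase (3R, 13222951 to 13259517), had a gene mean of 0.66 ± 0.26 for Ets65A-PA and 0.25 ± 0.02 for Acj6. It had no peak at an FDR under 0.0001, one of Ets65A-PA at an FDR under 0.01 and none of Acj6 in any setting. Among kinases of the MAPK pathway hep was at 0.49 ± 0.09 for Ets65A-PA and -0.13 ± 0.01 for Acj6, lic at 0.26 ± 0.08 and 0.03 ± 0.05, Dsor1 at 0.90 ± 0.65 and -0.02 ± 0.01, and slpr at 0.09 ± 0.01 and -0.24 ± 0.05. limma gave adjusted p = 0.0151 for hep, 0.074 for lic, 0.155 for Dsor1 and 0.0219 for slpr, above the threshold of 0.01. hep had a peak of Ets65A-PA without replicate 1, Dsor1 one without replicate 2, and lic and slpr none in any setting.

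**Figure D7:**
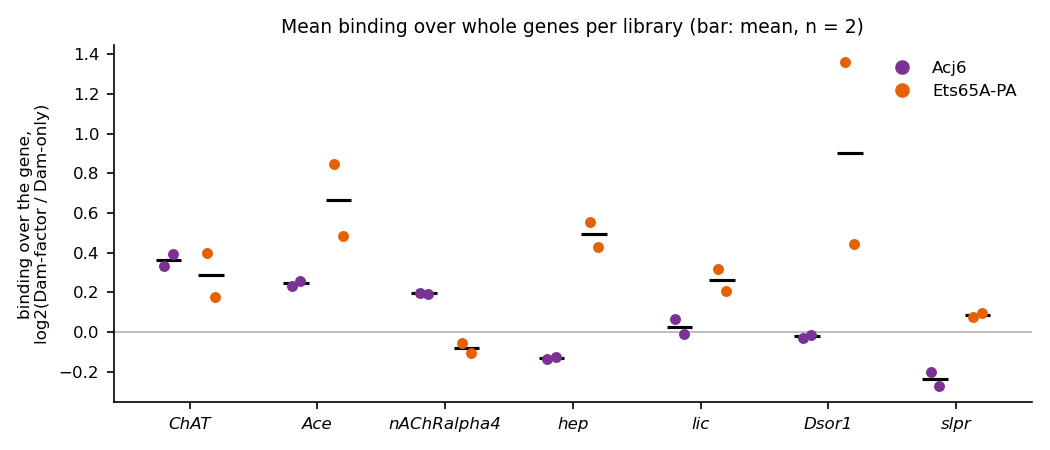
Mean log2 ratio of Dam-factor over Dam over each whole gene in the 2 libraries of Acj6 and of Ets65A-PA (points), with their mean (bar). Ets65A-PA points lie above Acj6 points at Ace, hep, lic, Dsor1 and slpr and below them at nAChRalpha4.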

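Genes bound by each factor came from several groups. Acj6 bound 9 of 55 axon guidance genes, 5 of 31 synaptic vesicle genes, 4 of 22 beat and side genes and 2 of 4 genes of acetylcholine synthesis and transport. The last 2 are ChAT and VAChT, which share a single peak, so Fisher's exact test counts that peak for both genes. Ets65A-PA bound 4 of 9 serotonin and dopamine receptor genes, 7 of 55 axon guidance genes, 3 of 15 genes of the chromatin and Polycomb group, 3 of 15 genes of the ecdysone response and 2 of 7 Dscam and robo genes. These lists passed Fisher's exact test (two-sided), and none of the 33 lists also passed the test against sets matched in gene length. From the bound genes the paper concludes that both factors have the potential to regulate many neuronal properties.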

### Enriched transcription factors are expressed in mostly non-overlapping populations

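Besides acj6, the factor genes vvl, scro and erm had their highest adult mean in cholinergic neurons. vvl, a POU factor, had a log2 ratio of 0.91 ± 0.14 (SD, n = 3) in adult cholinergic, 0.29 ± 0.11 in GABAergic and 0.32 ± 0.12 in glutamatergic neurons (limma adjusted p = 0.13 and 0.27). scro, an NK2-type homeobox gene, stood at 1.15 ± 0.55, 0.09 ± 0.06 and 0.64 ± 0.40 (0.56 and 1), and erm, a zinc finger factor, at 0.65 ± 0.34, -0.13 ± 0.06 and 0.30 ± 0.05. These differences did not pass the threshold of 0.01.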

There are multiple transcription factors that show enriched expression in adult cholinergic neurons (Fig. 3). To investigate whether these factors are co-expressed within the cholinergic population, we mined single cell RNA-seq (scRNA-seq) data from adult brains (Davie et al., 2018). We find that the relative expression of the enriched factors, across the different neurotransmitter types, shows the same pattern, with enriched cholinergic factors also showing enrichment in the scRNAseq data (Fig. 7A). Due to the nature of scRNAseq data, we could then determine if the cholinergic cells expressing an enriched transcription factor also express other transcription factors identified as being enriched (Fig. 7B). Interestingly, there is relatively little overlap, demonstrating that these factors are expressed in distinct subpopulations of the cholinergic neurons in the adult brain.

**Fig. 7.**
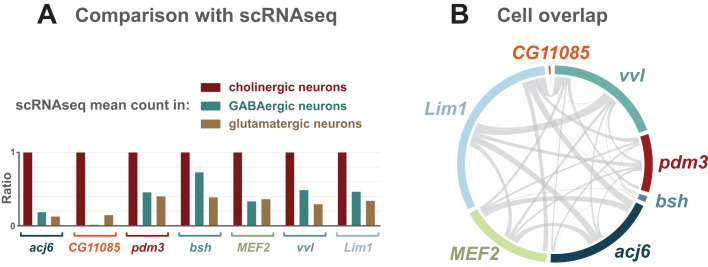
**Enriched transcription factors are expressed in mostly non-overlapping populations of adult cholinergic neurons.** (A) Transcription factors identified as enriched in cholinergic neurons by TaDa are also enriched in scRNAseq data (adult brain). Mean counts are ratio normalised to the average count value in cholinergic neurons. (B) Circos plot displaying the overlap in cells expressing cholinergic enriched transcription factors.

## DISCUSSION

Neurotransmitter identity is a key property of a neuron that needs to be tightly regulated in order to generate a properly functioning nervous system. Here we have investigated the dynamics and extent of transcription factor specificity in fast-acting neurotransmitter neuronal types in *Drosophila*. We profiled the transcription state of cholinergic, GABAergic and glutamatergic neurons in the developing and adult brain of *Drosophila*. We observe enriched Pol II occupancy at the relevant neurotransmitter synthesis genes (Fig. S1) and other genes associated with the activity of the specific types (Table S2). The monoamine neurotransmitter related genes *Vmat*, *DAT* and *Tdc2* are enriched in glutamatergic neurons (Fig. 2C), which is not unprecedented, as monoamine populations can also be glutamatergic (Aguilar et al., 2017; Trudeau and El Mestikawy, 2018). Cholinergic, GABAergic, serotonergic and dopaminergic receptors are enriched in embryonic GABAergic neurons relative to the other two fast-acting neurotransmitter types (Fig. 2C), which correlates with GABAergic interneurons acting as integrative components of neural circuits. The enrichment of MAP kinase pathway regulators in cholinergic neurons is intriguing, suggesting that this signalling pathway may have a specific role in these neurons. This is supported by a recent study showing that MAP kinase signalling acts downstream of Gq-Rho signalling in *C. elegans* cholinergic neurons to control neuron activity and locomotion (Coleman et al., 2018).

Importantly, we have uncovered and highlighted transcription factors and non-coding RNAs differentially expressed between these types. Some of these are expected based on previous studies in *Drosophila*, including *acj6* (cholinergic) (Lee and Salvaterra, 2002) and *Dbx* (GABAergic) (Lacin et al., 2009). Also, studies in other model organisms fit with our findings, for example, cholinergic enriched *knot*, whose orthologue, *UNC-3* (*C. elegans*), is a terminal selector for cholinergic motor neuron differentiation (Kratsios et al., 2011). In addition, *RFX*, the vertebrate orthologue of *Rfx*, which we identified as glutamatergic enriched, can increase the expression of the neuronal glutamate transporter type 3 (Ma et al., 2006). However, we have identified many differentially expressed transcription factors that have not had their role studied with respect to neurotransmitter specification, or cases where there is supportive, but not direct, evidence for a role in neurotransmitter specification. For instance, vertebrate neuronal precursors expressing *Nkx2.1* (*HGTX* orthologue) predominantly generate GABAergic interneurons (Fogarty et al., 2007), and a polyalanine expansion in *ARX* (*hbn* orthologue) causes remodelling and increased activity of glutamatergic neurons in vertebrates (Beguin et al., 2013). *Acj6* is expressed in a subset of cholinergic neurons (Lee and Salvaterra, 2002) and *Dbx* in a subset of GABAergic neurons (Lacin et al., 2009). To the best of our knowledge, none of the enriched transcription factors we identified are expressed in all of the neurons of a particular neurotransmitter type. This highlights that, similar to *C. elegans* (Hobert, 2016), there are no simple transcription factor codes for neurotransmitter type specification in *Drosophila*.

Uniquely enriched factors are candidates for promoting a neurotransmitter fate, and we tested a number of them for their ability to reprogram neurons on a global scale in embryos (Fig. S7). No obvious changes were observed, however, this is not particularly surprising considering the importance of cellular context for the reprogramming of neuronal properties (Duggan et al., 1998; Wenick and Hobert, 2004). Successful reprograming may require intervention at a specific time point (e.g. at the progenitor stage), the co-expression of appropriate co-factors, and/or to exclusively target a neuronal subpopulation within each neurotransmitter type. Future work could investigate these factors in specific and relevant lineages, to shed light on important contextual information.

The majority of transcription factors identified as directly regulating neurotransmitter fate act in a positive manner, whereas only a handful of studies describe the role of repressors. Incoherent feedforward loops exist in *C. elegans*, where terminal selectors activate repressors, which feedback onto effector genes (for review, see Hobert, 2016). In vertebrates, both *Neurogenin 2* and *Tlx3* are required for the specification of certain glutamatergic populations but also act to repress GABAergic fate (Cheng et al., 2004; Schuurmans et al., 2004). Whether this is direct repression of *Glutamic acid decarboxylase* (*Gad*) genes (required for the synthesis of GABA), or indirectly, through another transcription factor, is unclear. We have identified several transcription factors that are expressed in two neurotransmitter types, but absent from the other. These include *apterous* (*ap*), *Ets65A* (long transcripts) and *orthopedia* (*otp*), which we hypothesise to be candidate repressors, given their absence from cells with a specific neurotransmitter identity. Our profiling of Ets65A-PA binding *in vivo*, reveals that it directly binds *ChAT* (Fig. 6A), and therefore has the potential to directly regulate cholinergic fate. Similar to the candidate activators, ectopic expression of these candidates did not show any obvious repression of the respective neurotransmitter genes (Fig. S7), however, again, this might be because they can only act as a repressor in specific contexts (e.g. when a co-repressor is present), or that they regulate genes associated with specific types but do not directly regulate neurotransmitter identity.

The development of single cell RNA-seq (scRNA-seq) technology has led to the profiling of several *Drosophila* tissues, including the whole adult brain (Davie et al., 2018), the central adult brain (Croset et al., 2018) and the adult optic lobes (Konstantinides et al., 2018). Here we mined the whole adult brain data (Davie et al., 2018) to compare and investigate the cholinergic enriched factors that we identified in adult brains. The enrichment of these transcription factors (compared to GABAergic and glutamatergic neurons) is also observed in the scRNAseq data (Fig. 7A). Furthermore, we discovered that the cholinergic cells that these factors are expressed in are almost non-overlapping (Fig. 7B). This is an intriguing finding, as it suggests that these factors, if they are indeed acting to promote/maintain cholinergic fate, they are not acting together in this context. This scenario maybe different during development, where specification is occurring, and it will be interesting to test this when high coverage scRNAseq data is available for the third instar larval brain. 

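Larval libraries had the smallest spread between replicates, with a median residual SD of 0.067 per gene, against 0.165 in embryos and 0.146 in adults. Of 58 transcription factors named for larvae in Fig. 3, limma called 10, among them peb, oc and Dbx. Of those named for the embryo and adult it called 0. Past an unadjusted p under 0.05 in the test over all genes there were 20 transcription factors in embryos, 35 in larvae and 16 in adults, and with FDRs from resampled fragments 27, 28 and 20. A fit of all 27 libraries, which share the spread, called 7 in embryos, 1 in larvae and 3 in adults, so the larval number was then the lowest. On simulated data a difference of 1 in log2 ratio was recovered for 86.6% of genes in larvae, 53.7% in embryos and 55.2% in adults.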

We observed more differentially expressed transcription factors in the L3 larval stage (58) compared to the embryo (40) or adults (33). This may reflect the existence of both the functioning larval nervous system (built during embryogenesis) and the developing adult nervous system at this stage (Fig. 3). 

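Averaged over pairs of neuron types, R2 across all genes was 0.673 within embryos, 0.864 within larvae and 0.851 within adults. Permuted labels gave p = 0.0085 for a higher correlation within than between neuron types of a stage. Even so, 7 of 27 libraries, among them adult cholinergic replicate 3, were closest to a library of another type. Chromatin accessibility was not analysed here.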

While both the embryo and larval data are similar on a global scale, Pol II occupancy and chromatin accessibility in the adult brain is less correlated (Fig. 2). It is currently unclear whether this is due to adult VNCs being absent from the profiling experiments, or differences between immature and fully mature neurons, such as overall lower transcriptional activity in adults. We have previously shown that global chromatin accessibility distribution in adult neurons is distinct from larval neurons (Aughey et al., 2018), which may account for some of these differences.

Apart from the neurotransmitter synthesis genes, the chromatin accessibility of the different neuronal types, at a given stage, is surprisingly similar, as demonstrated in embryos (Fig. S2B). The enriched accessibility is not just restricted to the gene bodies of the neurotransmitter genes, and peaks are present upstream (*Gad1*) and downstream (*VGlut*) (Fig. S2C), which are likely enhancers. Accessibility at the *ChAT* gene is clearly higher in cholinergic neurons at the embryonic and adult stages, however, in third instar larvae, the difference is less pronounced (Fig. S2C). This could reflect increased plasticity at this stage, possibly linked to the dramatic remodelling of larval neurons during metamorphosis (for a review, see Yaniv and Schuldiner, 2016), or that this accessibility across the types is due to non-specific expression of the *VAChT* gene that overlaps with *ChAT* at its 5′ end. While a subset of transcription factors display obvious contrasts in Pol II occupancy, the same transcription factors have no observable, or minor, differences in accessibility (Fig. S2D). This could be due to transcription factors being expressed at relatively lower levels and/or that they are only expressed in a subset of the cells, therefore the difference is less prominent.

Evidence is emerging for the roles of miRNAs in generating neuronal diversity, including the differentiation of taste receptor neurons in worms (Chang et al., 2004; Johnston and Hobert, 2005) and dopaminergic neurons in vertebrates (Kim et al., 2007). Here, we found the enriched expression of *mir-184* in GABAergic cells (Fig. S8B), which is intriguing, as *mir-184* has been shown to downregulate *GABRA3* (GABA-A receptor) mRNA (possibly indirectly) in vertebrate cell lines (Luo et al., 2017), and may be a mechanism to help prevent GABAergic neurons self-inhibiting. Furthermore, *mir-87* has enriched RNA polymerase II occupancy in cholinergic neurons (Fig. S8A), and when mutated causes larval locomotion defects in *Drosophila* (Picao-Osorio et al., 2017).

*Acj6* is expressed in adult cholinergic neurons (Fig. 4B,C) (Lee and Salvaterra, 2002), whilst *Ets65A-PA* is expressed in non-cholinergic adult neurons (Fig. 4F,G). However, despite this, they bind a large number of common target genes (Fig. 6). This includes 20% (101/493) of all genes annotated for a role in ‘neuron projection development’ (GO:0031175). This is quite striking, especially as this is in the adult, where there is virtually no neurogenesis or axonogenesis. However, this may reflect dendritic re-modelling processes, or a requirement of neurons to continuously express transcription factors, even after development, to maintain their fate. The *acj6* orthologues, *unc-86* and *Brn3a* are both required to maintain the fate of specific cholinergic populations (Serrano-Saiz et al., 2018), and transcriptional networks that specific Tv1/Tv4 neurons in *Drosophila* are also required to maintain them in the adult (Eade et al., 2012). Therefore, the binding of Acj6 and Ets65A-PA to developmental genes and *ChAT* in adult neurons could be required for the continued activation (and repression) of genes governing neuronal identity. MAP kinase signalling genes are enriched in cholinergic neurons (Fig. 2C) and Ets65A-PA specifically binds MAP kinase signalling genes (Fig. 6), making it tempting to speculate that Ets65A-PA acts to repress cholinergic specific genes such as *ChAT* and MAP kinase genes. These Acj6 and Ets65A-PA data also emphasise the diverse set of neuronal differentiation genes a single transcription factor could regulate.

The precise synthesis and utilisation of neurotransmitters ensures proper information flow and circuit function in the nervous system. The mechanisms of specification are lineage specific, predominantly through the action of transcription factors. Here we have provided further insights into the complement of different transcription factors that regulate neurotransmitter identity throughout development. Furthermore, we identified the genomic binding of a known activator, and a candidate repressor, of cholinergic fate in the adult, emphasising the broad spectrum of neural identity genes that they could be regulating outside of neurotransmitter use. Given the strong evidence for conserved mechanisms controlling neurotransmitter specification, these data will be a useful resource for not just researchers using *Drosophila* but other model systems too. Continued work to elucidate the mechanisms, co-factors and temporal windows in which these factors are acting will be fundamental in gaining a comprehensive understanding of neurotransmitter specification.

## MATERIALS AND METHODS

### *Drosophila* lines

Lines used in this study are as follows:

*w; dvGlut-GAL4 [MI04979]/CyO act-GFP*, (Bloomington #60312). *w;; ChAT-GAL4 [MI04508] / TM3 act GFP*, (Bloomington #60317). *w;; Gad1-GAL4 [MI09277] / TM3 actin GFP* (Diao et al., 2015). w[*]; Mi{Trojan-lexA:QFAD.2}VGlut[MI04979-TlexA:QFAD.2]/CyO, P{Dfd-GMR-nvYFP}2, (Bloomington #60314). w[*]; Mi{Trojan-lexA:QFAD.0}ChAT[MI04508-TlexA:QFAD.0]/TM6B, Tb[1], (Bloomington #60319). w[*]; Mi{Trojan-lexA:QFAD.2}Gad1[MI09277-TlexA:QFAD.2]/TM6B, Tb[1], (Bloomington, #60324) (all obtained from M. Landgraf).

*UAS-LT3-NDam, tub-GAL80^ts^; UAS-LT3-NDam-RNA Pol II* (from Andrea Brand). *Ets65A-RA/C/D/E-GAL4 [MI07721]* (this study). *apterous-GAL4; UAS-GFP* (from F Jiménez Díaz-Benjumea). *acj6-GAL4-UAS-mCD8-GFP/FM7c; Pin/CyO* (from DJ Luginbuhl) (Lai et al., 2008). *elavG4;; Mi{PT-GFSTF.2}Gad [MI09277]/TM3 actin-GFP* (Bloomington, #59304). *elavG4;; Mi{PT-GFSTF.0}ChAT [MI04508]/TM3 actin-GFP* (Bloomington, #60288).

*UAS-Dbx* (Bloomington, #56826). *UAS-apterous* (from F Jiménez Díaz-Benjumea), UAS-collier (from F Jiménez Díaz-Benjumea), *UAS-engrailed [E9]* (from Andrea Brand). *UAS-otp* (Fly ORF #F000016). *UAS-CG4328* (FlyORF, #F0019111). *UAS-Dbx sh RNAi attP40* (VDRC #330536). *UAS-ap sh RNAi attP40* (VDRC #330463). *UAS-Ets65A-RA RNAi attP2* (Bloomington #41682). *UAS-Ets65A-RA attP2* (this study). *yw, hs-Flp 1; +; Dr/TM6B*. *yw, hs-Flp 1; +; UAS-Ets65A-RA*. *AyGal4, UAS-mCD8-GFP/(CyO); Cha lexAQF, mCherry /TM6B*.

### Generation of *Ets65A* and *acj6* Targeted DamID lines

Details and sequences of all primers used for generating constructs are shown in the Supplemental Material. *pUAST-LT3-NDam-acj6-RF* and *pUAST-LT3-NDam-Ets65A-RA* were generated by PCR amplifying *acj6-RF* and *Ets65A-RA* from an embryonic cDNA library. The resulting PCR products were cloned into *pUAST-LT3-Dam* plasmid (Southall et al., 2013) with NotI and XhoI sites, using Gibson assembly.

acj6-RF FW: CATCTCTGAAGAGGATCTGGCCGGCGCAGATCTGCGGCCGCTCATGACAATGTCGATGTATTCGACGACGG, acj6-RF RV:

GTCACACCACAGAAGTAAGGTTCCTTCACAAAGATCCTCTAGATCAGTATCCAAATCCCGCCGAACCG.

Ets65A-RA FW: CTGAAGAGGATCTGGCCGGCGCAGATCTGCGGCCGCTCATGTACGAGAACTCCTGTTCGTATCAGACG,

Ets65A-RA RV: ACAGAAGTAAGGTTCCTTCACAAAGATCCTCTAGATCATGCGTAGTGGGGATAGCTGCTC.

### Generation of *Ets65A-RA-GAL4* line

*Ets65A-RA/C/D/E-GAL4* was generated by inserting a GAL4 trap cassette into the MI07721 MiMIC line (Bloomington #43913) using the triplet donor *in vivo* system described in (Diao et al., 2015).

### Generation of UAS-Ets65A-RA line

*pUAST-attB-Ets65A-RA* was generated by PCR amplifying *Ets65A-RA* from an embryonic cDNA library. The resulting PCR product was cloned into pUAST-attB with NotI and XhoI sites, using Gibson assembly. Ets65A-FW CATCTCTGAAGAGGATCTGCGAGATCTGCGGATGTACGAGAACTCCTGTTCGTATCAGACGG Ets65A-RA RV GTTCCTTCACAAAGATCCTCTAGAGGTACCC TCATGCGTAGTGGGGATAGCTGCTCAG.

### TaDa for RNA-Pol II mapping

Crosses producing larvae with the following genotypes were allowed to lay eggs over a minimum of 2 days at 25°C before timed collections were performed: *tub-GAL80^ts^/+; UAS-LT3-NDam/ ChAT-GAL4^MI04508^*. *tub-GAL80^ts^/+; UAS-LT3-NDam-RNA Pol II/ ChAT-GAL4^MI04508^*. *tub-GAL80^ts^/+; UAS-LT3-NDam/ Gad1-GAL4 ^MI09277^*. *tub-GAL80^ts^/+; UAS-LT3-NDam-RNA Pol II/ Gad1-GAL4 ^MI09277^*. *tub-GAL80^ts^/ dvGlut-GAL4 ^MI04979^; UAS-LT3-NDam/ +*. *tub-GAL80^ts^/ dvGlut-GAL4 ^MI04979^; UAS-LT3-NDam-RNA Pol II/ +*.

#### First instar larvae samples

Crosses of the right genotype were allowed to lay old eggs for 2 h at 25°C in fly cages. Wet yeast and two drops of 10% acetic acid were added to apple juice plates to promote egg laying. Then, egg laying was done for 5 h at 25°C, apple juice plates containing those embryos were transferred to 29°C (permissive temperature) for 20 h. After this time, first instar larvae were collected and stored in 1× PBS. Samples were flash-frozen in dry ice, and stored at −80°C until the appropriate amount of tissue was enough to start the experiment. No selection for the right genotype was done, and 20 µl worth of volume of tissue was used as a proxy to determine the appropriate amount of material for each replicate. Three replicates were done for each experiment. With this husbandry protocol, the collected first instar larvae were around 12 h after larvae hatching (ALH), just before the first larval neurons are being generated, then providing the transcriptome of embryonic neurogenesis.

#### Third instar larvae samples

Crosses of the right genotypes were allowed to lay eggs for 6 h at 25°C in fly food vials. These vials were then transferred to 18°C (restrictive temperature) for 7 days. They were then moved to 29°C (permissive temperature) for 24 h. Wandering stage larvae, around 96 h ALH, were selected with a GFP scope for the right genotype. Larvae were dissected in 1× PBS, leaving the anterior half of the larvae partly dissected, containing the CNS, but removing the gut and all the fat tissue. Samples were flash-frozen in dry ice, and stored at −80°C until the appropriate amount of tissue was enough to start the experiment. 100 partly dissected CNS were used for each replicate. Three replicates were done for each experiment.

#### Adult samples

Crosses of the right genotypes were allowed to lay eggs for 2 days at 18°C in fly food vials. Vials containing those eggs were kept at 18°C (restrictive temperature) until adult flies eclosed. They were then kept at 18°C for 5−10 days. After that, they were selected according for the right genotype, and transferred to 29°C (permissive temperature) for 24 h. Then, adult flies were flash-frozen in dry ice, and stored at −80°C. Around 50 fly heads were used for each replicate. Three replicates were done for each experiment.

When preparing the tissue to be used, neither larvae nor flies were sex sorted. It has been recently reported that transcriptomes from males and females, obtained with a cell specific driver combination expressed in neurons in the adult optic lobe, do not present major differences in their transcriptomes. Only a small number of genes, known sex-specific genes showed differences between sexes (Davis et al., 2018 preprint).

Our DamID protocol was based on Southall et al. (2013), and Marshall et al. (2016). Briefly, DNA was extracted using Qiagen DNeasy kit, and a minimum of 3 µg of DNA was precipitated for first instar larvae, 6 μg for third instar larvae, and 2.5 µg for adult samples. DNA was digested with DpnI overnight at 37°C. The next morning, 0.5 µl of DpnI was added for 1 h extra incubation, followed by DpnI heat inactivation (20 min, 80°C). Either Advantage cDNA polymerase, or Advantage 2 cDNA polymerase mix, 50×, Clontech, were used in PCR amplification. Enzymes Sau3AI or AlwI were used to remove DamID adaptors, from sonicated DNA.

Libraries were sequenced using Illumina HiSeq single-end 50 bp sequencing. Three replicates were performed for each experiment. A minimum of 25 million reads were obtained from the first instar larvae samples, 30 million reads from the third instar larvae, and 9 million reads from the adults' samples.

### TaDa for identification of acj6 and Ets65A-RA binding sites

Crosses producing larvae with the following genotypes were allowed to lay eggs over a minimum of 2 days at 25°C:

*acj6-GAL4-UAS-GFP; tub-GAL80^ts^/+; UAS-LT3-NDam/+*. *acj6-GAL4-UAS-GFP; tub-GAL80^ts^/+; UAS-LT3-NDam-acj6-RF/+*. *tub-GAL80^ts^/+; UAS-LT3-NDam/ Ets65A-RA-GAL4^MI07721^*. *tub-GAL80^ts^/+; UAS-LT3-NDam-Ets65A-RA/ Ets65A-RA-GAL4^MI07721^*.

Crosses of the right genotypes were allowed to lay eggs for 2 days at 18°C in fly food vials. Vials containing those eggs were kept at 18°C (restrictive temperature) until adult flies eclosed. They were then kept at 18°C for around 10 days. Then, they were transferred to 29°C (permissive temperature) for 24 h, selected according for the right genotype, flash-frozen in dry ice, and stored at −80°C. A minimum of 150 fly heads were used for each replicate. Two replicates were done for each experiment.

The DamID protocol used for these samples is the same as described above, with minor changes, 6 µg of DNA were precipitated, Bioline Polymerase was used in the PCR amplification, and only AlwI was used to remove adaptors from sonicated DNA. Libraries were sequenced using Illumina HiSeq single-end 50 bp sequencing. Two replicates were acquired for each experiment. A minimum of 10 million reads were obtained from these samples.

### TaDa data analysis

Sequencing data for TaDa and CATaDa were mapped back to release 6.03 of the *Drosophila* genome using a previously described pipeline (Aughey et al., 2018; Marshall and Brand, 2015). Transcribed genes (defined by Pol II occupancy) were identified using a Perl script described in Mundorf et al. (2019) based on one developed by Southall et al. (2013) (available at https://github.com/tonysouthall/Dam-RNA_POLII_analysis). *Drosophila* genome annotation release 6.11 was used, with 1% FDR and 0.2 log2 ratio thresholds. To compare data sets, log2 ratios were subtracted, in this case, producing three replicate comparison files (as three biological replicates were performed). These data were then analysed as described above to identify genes with significantly different Pol II occupancy. Due to the presence of negative log2 ratios in DamID experiments, these genes were filtered to check that any significantly enriched genes were also bound by Pol II in the experiment of interest (numerator data set). A gene list was generated from the transcript data using the values from the associated transcript with the most significant FDR. Correlation values (Fig. 2) were visualised using Morpheus (https://software.broadinstitute.org/morpheus/). The transition plot (Fig. 3) was generated in R using the transitionPlot function from the Gmisc R package (http://gforge.se/). Enrichment GO analysis was performed using the R package clusterProfiler (Yu et al., 2012).

For acj6 and Ets65A-RA TaDa, peaks were called and mapped to genes using a custom Perl program (available at https://github.com/tonysouthall/Peak_calling_DamID). In brief, a FDR was calculated for peaks (formed of two or more consecutive GATC fragments) for the individual replicates. Then each potential peak in the data was assigned a FDR. Any peaks with less than a 0.01% FDR were classified as significant. Significant peaks present in all replicates were used to form a final peak file. Any gene (genome release 6.11) within 5 kb of a peak (with no other genes in between) was identified as a potentially regulated gene.

For studying transcription factors specifically, we filtered the differentially expressed genes for known/predicted transcription factors using the FlyTF database (Pfreundt et al., 2010).

### Extracting gene specific data from scRNAseq data

Data for specific genes were extracted from the adult scRNAseq matrix file (Davie et al., 2018) using the following Perl code:

#!usr/bin/perl #parse_scRNAseq_data use warnings;

my $file = ‘mtx_file.mtx’; #path to the scRNAseq matrix file

print “\nEnter gene number to extract for - see gene index file\n\n”; $genenum = < STDIN >; chomp $genenum; chomp $genenum;

open (OUTPUT, ‘> scRNAseq_data_for_gene’.“$genenum”.‘.txt’);

open my $fh, ‘<’, $file or die $!; while(<$fh>){@col = split(/\s/,$_); if($genenum == $col[0])               {print OUTPUT “$col[0]\t$col[1]\t$col[2]\n”;}} exit;

Cells with a transcript count (for the given gene) of less than three were excluded for further analysis.

### Immunostaining and imaging

Third instar larval CNS or adult brains were dissected in 1x PBS. They were fixed in 4% formaldehyde (methanol free) 0.1% Triton X-100 PBS (PBST), for 30 min at room temperature. Samples were then rinsed twice with 0.1% PBST, and washed four times for 1 h with 0.1% PBST. 5% normal goat serum in 0.1% PBST was used as a blocking agent for 1 h at room temperature. Brains were then incubated overnight at 4°C with primary antibodies in 5% normal goat serum in 0.1% PBST. The primary antibodies used were: anti-chicken-GFP (Abcam #13970, 1:2000), and anti-rabbit-DsRed (Clontech #632496, 1:500). Brains were rinsed twice with 0.1% PBST, and washed four times with 0.1% PBST for 1 h. Secondary antibodies were diluted in 5% normal goat serum in 0.1% PBST and incubated with the brains for 1 h at room temperature. The secondary antibodies used were: anti-chicken-Alexa 488 (Thermo Fisher Scientific #A11039, 1:500), and anti-rabbit-Alexa 546 (Thermo Fisher Scientific #A11010, 1:500). Samples were then rinsed twice with 0.1% PBST, and washed four times for 1 h. Brains were mounted on glass cover slides in Vectashield (Vector laboratories). All incubations and washes were performed in a rotator. After dissection of first instar larvae CNS, they were placed in a polylisine coated microscope slide, where we performed all the incubations. Both experimental CNS and wild-type CNS were placed on the same slide. For all the immunostaining experiments, a minimum of five brains were dissected and visualised. Images were acquired using a Zeiss LSM 510 confocal microscope and edited using Fiji/ImageJ.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

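Pol II occupancy in cholinergic, GABAergic and glutamatergic neurons of embryos, larvae of the third instar and adults was measured by Targeted DamID in 27 libraries, 3 per group. Binding of Acj6 and Ets65A-PA in adult heads was measured in 4 libraries, 2 per factor. The authors mapped the reads, compared each Dam-fusion library with Dam alone and deposited the log2 ratio for each fragment between GATC sites. The submitters' processing notes name Bowtie2 and BDGP6; the version of the aligner is not given in the sources used here. These log2 ratios hold no read counts, so the depth of each library is unknown from them, and the minimum numbers of reads are those the paper states. Files of some adult Pol II libraries name chromosomes without a prefix or give 9 decimals in place of 18, which was allowed for when they were read. The prefix was missing in all 3 glutamatergic files, cholinergic replicates 2 and 3 and GABAergic replicate 2. GABAergic replicate 1 had the prefix and 9 decimals. These forms are uneven over neuron types, and whether they mark a difference in processing was not tested. No pair of libraries held identical values, and the highest correlation over fragments was 0.961, between the replicates of Acj6.

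Fragments were assigned to 17249 genes of Release 6, of which 13922 are protein-coding, 3082 non-coding and 1338 covered by 1 fragment. A gene's value is the mean log2 ratio of the fragments that overlap it, weighted by the overlap. The gene table has no strand, transcripts or exons, so transcripts were not separated and overlapping genes share fragments. A gene was bound when its mean over 3 replicates exceeded 0.2 and its Benjamini-Hochberg adjusted p against 100000 means of as many random fragments was under 0.01. Neuron types were compared with limma 3.58.1 (R 4.3.3), with the 9 libraries of a stage together and a trend of the variance on the number of fragments. A gene was uniquely enriched at an adjusted p under 0.01 and a difference over 0.2 against each other type if bound in that type, and uniquely depleted in the mirrored case if bound in both others. Stages, and changes of a type difference between stages, were tested in all 27 libraries. This fit, also an alternative for the neuron types, takes 1 spread per gene over all stages. As larvae had the smallest spread, its p-values tend to be too small for embryos and adults and too large for larvae. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 297 tests, and again with an estimated correlation.

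Peaks of the factors were runs of at least 2 fragments above 5 thresholds between the 95% and 99% quantiles, with an FDR under 0.0001 from shuffled fragments in each of 2 replicates, and were linked to genes within 5 kb. Acj6 and Ets65A-PA were compared with limma over genes and over 445 peak regions. Lists among bound genes were tested with Fisher's exact test and against 10000 sets matched in length. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

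Before the data were examined, the tests, 33 gene lists, 77 alternatives and the rule for named genes were fixed. The rule takes every gene the paper names in its text or in Figs 1, 2C, 5, 6 and 7, the 5 enriched and 3 depleted genes with the largest differences per stage and type, the 5 largest each way per stage comparison, up to 4 members per list past its test, and the 5 genes with the highest peaks among those bound by either factor or both. The calls the paper makes for the genes it names were therefore known. Outside the rule, and chosen after their values were seen, are the other called larval genes, factors named only in Fig. 3 such as Optix and bi, and genes whose type difference changed with the stage, such as mir-932, Tk and Lmx1a. A further 13 alternatives were chosen after the data were seen. Transcription factors came from 430 names written by hand, 407 of them measured, in place of the FlyTF list, which was not used here, like the GO terms of the paper. Names of factors in Fig. 3 were counted by eye after the values were seen and entered no test.

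The replicate numbers were checked for pairing by the correlation of deviations from the group means. In larvae all 9 pairs of libraries with the same number were over 0.1 (0.15 to 0.69), so the larval libraries behave as pairs. The main larval fit nevertheless has no block, and the fit with the replicate as a block is given where it changes a call. Without the block 20 larval genes were enriched and 10 transcription factors called, and with it 8 and 2. The comparisons of genes by limma and the resampling of fragments were tried on simulated data with 200 changed genes, camera with 1 raised list of 33, the matched sets with 100 raised sets and the peak caller with 200 planted peaks. At an FDR under 0.0001 it recovered 0 of these at 2 or 3 fragments each and 200 at 4 or 6, and with higher thresholds 183 at 3 and 0 at 2. At an FDR under 0.01 it recovered 0 at 2 fragments and 200 at 3, and with higher thresholds too 200 at 2 fragments. Fisher's exact test was not simulated. Between types limma recovered 53.7% of differences of 0.5 in larvae, 5.97% in embryos and 20.9% in adults. Between adult and embryo it recovered 80.6% of differences of 0.5, and 67.2% of changes of 1 in the difference between cholinergic and GABAergic neurons. This last simulation gave each gene 1 spread at all stages, whereas the real spread was larger in embryos and adults than in larvae. Its shares for adult and embryo may therefore be too high. Chromatin accessibility, single-cell data, staining and knockdowns of the paper were not analysed here.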

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

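Tests of muscle cells as a source, of the spread between replicates, of differences between types after allowing for that spread and of larval splits that keep the replicate numbers were chosen after the result was seen. The others reported here were set earlier.

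A single embryonic library stood apart by Dixon's test. Cholinergic replicate 1 had an SD of 0.81 (0.809) over fragments, and the nearest of the 9 embryonic libraries 0.516. Among larval libraries GABAergic replicate 3 had an SD of 0.447 (nearest 0.382) and a mean log2 ratio of 0.12 (0.124, nearest 0.0714). No adult library passed, but cholinergic replicate 3 lay just under the limit with a mean of -0.0664 (nearest 0.0232). It also had the most fragments at 0 among adult libraries (24.0%, nearest 20.3%). Chance marks about 1 in 20 groups.

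In the fit with 1 spread per gene over all stages, differences between neuron types changed with the stage in 101 calls of limma. Among drawn reassignments of stage within neuron type 2 of 100, the real one included, gave as many, the highest other being 122, and leaving out replicate 1, 2 or 3 gave 10, 1 and 0 calls, the replicate block 162 and quantile normalization 981. The change of the difference between cholinergic and GABAergic neurons from embryo to adult was 1.03 for bsh, 1.02 for ap, -0.56 for hbn, 0.80 for Dbx, 1.09 for Lmx1a, 1.096 for sim and 0.94 for CG11085. That between cholinergic and glutamatergic neurons was 0.69 for bsh, 1.70 for twit, 0.76 for Vmat, 0.68 for sim, 0.73 for Dad and 0.89 for CG11085. That between GABAergic and glutamatergic neurons was -0.99 for Lmx1a. From embryo to larva Lmx1a changed by 0.98 (cholinergic minus GABAergic) and -1.05 (GABAergic minus glutamatergic). From larva to adult the changes were 0.72 for bsh, 0.78 for sim and 0.72 for CG11085 (cholinergic minus GABAergic), 0.81 for bsh and 0.74 for CG11085 (cholinergic minus glutamatergic), and 0.82 for hbn (GABAergic minus glutamatergic).

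Limma called 8 genes that the text and figures of the paper read here do not name (Table S2 was not used here), alka, CG30460, Past1, CG46318, CG46448, CG18641, rhea and spdi.

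The 21 muscle genes had a median difference of 0.24 between larval GABAergic neurons and the other types. Sets matched in gene length and mean occupancy had a median of 0.011 (percentile of the muscle list 100), which argues against these properties as the source. In 13 of the 21 genes every GABAergic library lay above the 6 others, among them Mhc (0.49, against -0.01 and 0.11), Mlc1 (0.68) and Tm2 (0.57). Pol II of muscle cells in the GABAergic samples could give this, as a hypothesis tested on the data it came from. The larval tissue was the anterior part of the larva without gut and fat, and the methods describe no removal of muscle. Pol II in muscle genes of the neurons themselves stays open, and camera with an estimated correlation did not call the list (p = 0.761).

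The 146 adhesion and receptor genes had a median difference of 0.31 between embryonic GABAergic neurons and the other types, against 0.089 in matched sets. The percentile was 100, which argues against gene length and occupancy, though the matched sets treat genes as independent. With each library left out in turn the median was 0.25 to 0.41 (percentile 100 at the lowest). The upper end of the 95% interval over matched sets was then at most 0.15, which argues against a single library. Other groups were as extreme, with percentile 100 in larval GABAergic and adult cholinergic neurons and 0 in adult GABAergic ones (median -0.05). Larval glutamatergic neurons had 83.0. The paper reports receptor genes as enriched in embryonic GABAergic neurons on these samples, so their direction is not independent evidence. Drawn splits of the embryonic libraries gave as many list calls in 2 of 100, the real one included (38 when adjusted over the 99 tests of the stage, highest other 38), and with an estimated correlation 0 lists passed. A difference in maturity between the neuron types may also give this and was not tested.

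Few genes were called in embryos and adults. The median residual SD was at least 2.20 times that of larvae in both, which a larger spread between replicates would give. Genes past the size rule whatever their p numbered up to 283 with the bound filter (126 in larvae), but replicate spread alone adds such genes, so this bound, set earlier, decides nothing. Without the filter they numbered 4170 in embryos, 2010 in adults and 1283 in larvae, where 95% of 100 drawn splits gave 1174 to 4434, 1283 to 3355 and 127 to 971, and less the median of the splits 1522.5, 238 and 692. Smaller differences between types in embryos or adults cannot be told apart from the larger spread, since the embryonic and adult numbers lie within those of the splits.

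Other splits of the libraries gave the following. Gene calls between types numbered 0 in embryos, which all 100 splits reach whatever they give (highest other 3), so this tests nothing. They numbered 68 in larvae, reached by 1 (highest other 4), and 1 in adults, reached by 1 (highest other 0), counted without the bound filter. List calls, here adjusted over the 99 tests of a stage in place of all 297, numbered 33 in larvae, reached by 1 split (highest other 30), and 14 in adults, reached by 24 (highest other 29). Calls of genes that differ between stages, summed over the comparisons of stages so that a gene can count in several, numbered 8734, reached by 1 (highest other 138). These splits ignore the pairing of the larval numbers. Among the 36 splits with 1 library of each number per group, fitted with the replicate block, the real one gave 15 genes and 31 lists and was alone in reaching them, 1 split each (highest other 1 and 29). Chance can be excluded for the larval genes and the stages, and not for the adult lists. For the larval and embryonic lists and the adult gene few or no other splits reached the real number, but this does not exclude chance. Other splits gave list calls too, 87 in embryos, where 1 reached the real number, 92 in larvae and 83 in adults, and with an estimated correlation 0 lists passed at any stage. The adult gene was lost with the replicate block and without each of 8 of the 9 libraries in turn.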

How the results depend on the processing

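Looser bound filters, the unweighted random means and higher peak thresholds were chosen after the data were seen. In all, 932 alternative values were computed for 65 results. Of 22 values of key genes none changed sign, though many alternatives change only the test or the filter and cannot move these values. The alternative with annotated transcripts was not run, since the gene table holds none. Depth limits cannot be judged from log2 ratios. For results that moved, the cause was not tested.

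Uniquely enriched genes (0 in embryos, 20 in larvae, 1 in adults) numbered 29, 6 and 8 in a fit of all 27 libraries, 28, 33 and 5 after quantile normalization, 123, 57 and 48 with FDRs from resampled fragments, and 218, 118 and 65 with these and a looser bound filter. Larvae had 40 and adults 3 at an FDR of 5%, larvae 55 without a bound filter and 36 with the looser one, and adults 2 with unweighted means and 0 without the trend. With the replicate block they were 8 in larvae and 0 in adults. With 1 library left out they were 0 to 4, 7 to 15 and 0 to 1.

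Uniquely depleted genes (0, 1 and 0) numbered 1 in embryos and 0 in larvae over 27 libraries, 2, 4 and 1 after quantile normalization, 14, 15 and 11 with resampled fragments, and 20, 27 and 16 with the looser filter too. Larvae had 4 with unweighted means, 5 at an FDR of 5%, 13 without and 5 with the looser bound filter, 0 with the replicate block and 0 to 2 with 1 library left out.

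Transcription factors (0, 10 and 0) numbered 7, 1 and 3 over 27 libraries, 7 in embryos and 2 in adults after quantile normalization, 27, 28 and 20 with resampled fragments and 32, 35 and 23 with the looser filter too. Larvae had 22 and adults 2 at an FDR of 5%, and larvae 17 without a bound filter, 2 with the replicate block and 2 to 8 with 1 library left out. Over all stages (10) they were 2 with the block, 18 after quantile normalization, 53 with resampled fragments, 64 with the looser filter too, 23 at an FDR of 5%, 17 without a bound filter and 2 to 8 with 1 library left out.

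Bound genes summed over 9 groups (3804) were 12169 without adjustment, 0 against consecutive fragments by construction, 12560 unweighted, 14295 against unweighted random means and 20988 by limma. Genes between larva and embryo (933) were 2411 after quantile normalization and 267 to 717 with a replicate left out, between adult and embryo (5275) 2755 to 4648, and between adult and larva (2526) 746 to 1728. Changes of a type difference (101) were 162 with the replicate block, 981 after quantile normalization and 0 to 10 with a replicate left out. The R2 difference (0.284) was 0.306 by Spearman, 0.296 over genes with at least 3 fragments, 0.324 over bound genes and 0.265 to 0.301 with a replicate left out. List calls (36, 32 and 20) were 0, 0 and 0 with an estimated correlation.

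Genes bound by Acj6 (327), Ets65A-PA (250) and both (35) were 1192, 942 and 352 at an FDR of 0.01, and 1195, 943 and 353 with higher thresholds too. Ets65A-PA had 597 and both 104 on the replicate mean, and 438 to 578 and 81 to 86 with a replicate left out. Genes that differ between the factors (358) were 0 with the replicate block, 3803 after quantile normalization (1839 higher and 1964 lower in Acj6, against 22 and 336), 1580 unweighted and 0 to 4998 with a library left out. The scaling moves the median of all genes from -0.15 to 0.04. Peak regions (275, with 68 higher in Acj6 and 207 lower, or 171 and 175 after quantile normalization) were 144 to 367 with a library left out, where the lone library of a factor is assumed to vary like those of the other. Requiring 3 fragments changed no count of bound genes and tests nothing, since the caller recovered 0 of 200 simulated peaks of 2 fragments. Lists among bound genes (4 for Acj6, 5 for Ets65A-PA, 1 for both) were 12, 13 and 12 at an FDR of 0.01.

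The excess in cholinergic Pol II of genes bound by Acj6 only (0.0129) was 9.8e-05 at an FDR of 0.01 and 0.00196 to 0.0242 with a library left out, by Ets65A-PA only (0.0254) 0.0156 to 0.0377, and by both (0.0051) -0.0085 to 0.0190, reversed at -0.0085 without cholinergic replicate 2, -0.0046 without GABAergic replicate 2 and -0.0013 without glutamatergic replicate 3.

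Embryonic and adult libraries of the same number were not taken as pairs, since not all 9 pairs of either stage correlated over 0.1. In embryos 8 of 9 pairs did (-0.20 to 0.66), so a shared effect of the number stays open there. In adults 3 of 9 did (-0.29 to 0.53). With the replicate block list calls were 35, 30 and 15. Of the larval ones, by camera, GABA synthesis in GABAergic neurons (adjusted p = 0.105, from 0.033), pan-neuronal genes in GABAergic neurons (0.0623, from 0.049) and Hox genes in cholinergic neurons (0.0683, from 0.047) were lost, and serotonin and dopamine receptors in GABAergic neurons were gained (0.0147, from 0.052).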

Differences from the paper's values

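Looser bound filters and higher peak thresholds were chosen after the counts were seen. The paper gives 1170 to 1612 bound genes per group, here 192 to 532. Of the alternatives set before the data were examined, the smallest set came within 1.5 times of the paper's without the adjustment (897), unweighted (1019) and by limma (833), and the largest without the adjustment (1593) and unweighted (1833). Unweighted random means, chosen after the values were seen, gave 1204 to 2191. The other alternatives did not.

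Uniquely enriched genes were about 250 in embryos and about 200 in larvae in Fig. 2C, read by eye, and 97 in adults in the paper, here 0, 20 and 1. Resampled fragments with a looser bound filter, chosen after seeing the values, gave 218 in embryos and 65 in adults. No alternative came within 1.5 times for larvae, and none set earlier did for embryos or adults.

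The paper gives 23 transcription factors among the enriched adult genes, here 0. Resampled fragments gave 16, and 19 with the looser bound filter chosen after seeing the values. It gives 86 transcription factors over all stages, 40 in embryos, 58 in larvae and 33 in adults, here 10, 0, 10 and 0. Resampled fragments gave 27 in embryos. With the looser filter, chosen after seeing the values, they were 64 over all stages, 32 in embryos and 23 in adults. No alternative reached the larval number. The transcription factors here come from a list written by hand.

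The paper gives 2708 genes bound by Acj6, 2277 by Ets65A-PA and 926 by both, here 327, 250 and 35. No alternative came within 1.5 times, including an FDR of 0.01 and the thresholds chosen after the counts were seen. The paper's peaks are of 2 or more fragments, whereas the caller used here recovered 0 of 200 simulated peaks of 2 or 3 fragments at its FDR of 0.0001. With the higher thresholds at this FDR it recovered 183 at 3 fragments and 0 at 2, and the bound genes numbered 328, 250 and 35. With an FDR of 0.01 as well it recovered 200 at 2 fragments, and they numbered 1195, 943 and 353. All were simulated as high peaks in an Acj6 library.

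The paper states that both factors bind the ChAT locus. Here Acj6 had a peak there and Ets65A-PA had none in any setting. It states that both bind Ace, where Ets65A-PA had a peak at an FDR of 0.01 and Acj6 none in any setting, and that Ets65A-PA binds hep, lic, Dsor1 and slpr. hep had a peak without replicate 1, Dsor1 without replicate 2, and lic and slpr in no setting. A peak of Acj6 alone at nAChRalpha4 is as the paper states.

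The paper gives ChAT, ChT, acj6, Mef2, sosie, Gad1, Dbx, vg, CG13739, CG14989, VGlut and oc as enriched at all stages, where limma called 0 genes at all stages. Of the alternatives set before the data were examined, a fit of all 27 libraries called Gad1 and CG14989 at all stages, quantile normalization these, acj6 and VGlut, and resampled fragments these and ChAT, ChT and oc. In embryos, where limma called 0 genes, the fit of all 27 libraries also called Dbx, kn, peb, ss, sosie, twit, Dad, Vmat and mir-190, which the paper names, and in larvae it lost kn, peb, ss, Dll, oc and dve.

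The genes the paper gives as enriched at all stages each had their highest mean in the type it names, Mef2 by 0.00 over GABAergic neurons in embryos and CG13739 by 0.01 over glutamatergic neurons in larvae.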

Other observations

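No test in this part was chosen only after its result was seen. In adults, compared with embryos by limma, serotonin and dopamine receptor genes were higher in 4 of 9 cases and lower in 0, and pan-neuronal genes in 4 of 12 and 0, with the same numbers when adjusted over the list alone. Of 407 transcription factors 55 were higher and 135 lower (62 and 137 when adjusted over the list alone).

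The peptide gene Tk, a tachykinin, was picked after its values were seen. Its mean was 0.78 in adult cholinergic neurons, -0.05 in GABAergic and 0.07 in glutamatergic neurons. The difference of Tk between cholinergic and GABAergic neurons changed by 0.79 from larva to adult (limma adjusted p = 0.0033 over 27 libraries). This contrast had 13 calls, and 3 without replicate 1. It had 0 without replicate 2 and 0 without replicate 3, so the call of Tk was lost in both cases. Ect3 overlaps Tk. alka had a log2 ratio of 0.53 ± 0.06 (SD, n = 3) in larval cholinergic, -0.21 ± 0.03 in GABAergic and -0.04 ± 0.02 in glutamatergic neurons, and rhea, which encodes talin, 1.03 ± 0.12 in larval glutamatergic, 0.27 ± 0.02 in cholinergic and 0.29 ± 0.05 in GABAergic neurons.

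Genes bound by Ets65A-PA and not Acj6 were tested for lower Pol II in adult cholinergic neurons, as a hypothesis that Ets65A represses cholinergic genes. Their mean difference was 0.07, against 0.04 in sets matched in length and occupancy, at percentile 99.3, so it ran opposite to this prediction. The paper places Ets65A-PA in non-cholinergic adult neurons, where repression would leave its targets higher in cholinergic neurons. The prediction as set therefore cannot decide on repression, and no conclusion is drawn from it. Genes bound by Acj6 and not Ets65A-PA, tested for higher Pol II as a hypothesis of activation, lay at percentile 92.2, which does not show it. Without cholinergic replicate 2 the mean differences were negative (-0.09 for Acj6 and -0.06 for Ets65A-PA).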
